# Neuronal TORC1 modulates longevity via AMPK and cell nonautonomous regulation of mitochondrial dynamics in *C. elegans*

**DOI:** 10.7554/eLife.49158

**Published:** 2019-08-14

**Authors:** Yue Zhang, Anne Lanjuin, Suvagata Roy Chowdhury, Meeta Mistry, Carlos G Silva-García, Heather J Weir, Chia-Lin Lee, Caroline C Escoubas, Emina Tabakovic, William B Mair

**Keywords:** aging, TORC1, AMPK, mitochondria, *C. elegans*

## Abstract

Target of rapamycin complex 1 (TORC1) and AMP-activated protein kinase (AMPK) antagonistically modulate metabolism and aging. However, how they coordinate to determine longevity and if they act via separable mechanisms is unclear. Here, we show that neuronal AMPK is essential for lifespan extension from TORC1 inhibition, and that TORC1 suppression increases lifespan cell non autonomously via distinct mechanisms from global AMPK activation. Lifespan extension by null mutations in genes encoding *raga-1* (RagA) or *rsks-1* (S6K) is fully suppressed by neuronal-specific rescues. Loss of RAGA-1 increases lifespan via maintaining mitochondrial fusion. Neuronal RAGA-1 abrogation of *raga-1* mutant longevity requires UNC-64/syntaxin, and promotes mitochondrial fission cell nonautonomously. Finally, deleting the mitochondrial fission factor DRP-1 renders the animal refractory to the pro-aging effects of neuronal RAGA-1. Our results highlight a new role for neuronal TORC1 in cell nonautonomous regulation of longevity, and suggest TORC1 in the central nervous system might be targeted to promote healthy aging.

## Introduction

Aging is the single biggest risk factor for the majority of non-communicable complex diseases, including some of those with the greatest negative impact on human health outcomes worldwide (Escoubas et al., 2017). Work over the last two decades has uncovered molecular mechanisms that can be manipulated in model organisms to modulate the aging process and reduce overall disease risk in old age (Fontana et al., 2010). Many of these interventions have been linked to nutrient and energy sensing pathways, whose modulation genetically or pharmacologically mimics the effects of dietary restriction on healthy aging (Fontana and Partridge, 2015). One classic example of a nutrient sensor linked to longevity is TORC1, which promotes anabolic processes such as protein translation to provide macromolecules for growth and proliferation while inhibiting catabolic activities such as autophagy (Albert and Hall, 2015). TORC1 is activated by growth factors and amino acids, the latter of which act through sensors such as the sestrins to facilitate heterodimer formation of the Rag proteins (consisting of RagA, B, C and D in mammals), an essential step for TORC1 activation (Saxton and Sabatini, 2017). Suppression of TORC1 both genetically and pharmacologically, via rapamycin feeding, promotes longevity in multiple species from yeast to mice (Kennedy and Lamming, 2016). In contrast to TORC1, the conserved kinase AMPK is activated under low energy conditions. AMPK activation promotes catabolic processes that generate ATP, including the TCA cycle, fatty acid oxidation and autophagy (Burkewitz et al., 2014), and extends lifespan in *C. elegans* (Apfeld et al., 2004; Greer et al., 2007; Mair et al., 2011) and fruit flies (Stenesen et al., 2013). Given the antagonistic roles of TORC1 and AMPK in nutrient-sensing, metabolism and longevity, it is perhaps intuitive that they are mechanistically linked. Indeed, in mammals, AMPK is generally regarded as an upstream suppressor of TORC1 as it phosphorylates the TSC complex and raptor to inhibit TORC1 activity (Gwinn et al., 2008; Inoki et al., 2003). Conversely, TORC1 signaling has been suggested to inhibit AMPK via p70 ribosomal protein S6 Kinase (S6K) (Dagon et al., 2012). However, much of the work elucidating how AMPK and TORC1 interact has been performed in vitro in cell culture studies and it remains unclear in multicellular organisms whether TORC1 and AMPK causally coordinate to modulate the aging process.

Here, we elucidate the relationship between AMPK and TORC1 in the modulation of aging by discovering a critical role for neuronal AMPK in lifespan extension resulting from suppression of TORC1 components in *C. elegans*. We show that neuronal TORC1 pathway activity itself is critical for healthy aging. Restoring either *raga-1* or *rsks-1* (encoding the *C. elegans* orthologue of S6 Kinase) only in neurons fully suppresses lifespan extension in animals lacking the respective TORC1 component in all other cell types. However, the downstream effectors of AMPK longevity and TORC1 longevity appear separable; constitutive activation of CREB regulated transcriptional coactivator ‘CRTC’−1, which suppresses AMPK longevity, does not suppress lifespan extension by TORC1 suppression. We show that neuronal RAGA-1 regulates metabolic genes in distal tissues and critically requires UNC-64/syntaxin exocytosis to modulate systemic longevity. Using RNA-Seq and in vivo reporters, we identify mitochondrial network state as the downstream mechanism for lifespan regulation by neuronal RAGA-1. Neuronal RAGA-1 activity regulates mitochondrial networks in distal tissues cell nonautonomously and this regulation is required for the effect of neuronal RAGA-1 on the aging process. Together, our data provide key insights into the tissue-specific roles of TORC1 suppression in healthy aging and highlight the nervous system as a putative target site for future pharmacological interventions aimed at the TORC1 pathway.

## Results

### AMPK is required for longevity mediated by TORC1 suppression

AMPK is canonically regarded as an upstream suppressor of TORC1. However, whether TORC1 suppression acts downstream of the pro-longevity effects of AMPK is unknown. Loss of the TORC1 target S6 Kinase increases lifespan in *C. elegans* and mouse (Selman et al., 2009) and results in transcriptional profiles in muscle that resemble those of active AMPK (Selman et al., 2009). Interestingly, AMPK activity is required for lifespan extension by loss of S6K in *C. elegans* (Selman et al., 2009), which does not support a model where AMPK acts linearly upstream of TORC1 to modulate aging.

S6K deletion has been shown to activate AMPK in both *C. elegans* and mice (Selman et al., 2009). To examine whether the activation of AMPK is specific to RSKS-1 (S6K) or pertains more broadly to the TORC1 pathway, we assayed the phosphorylation status of AMPK upon inhibition of multiple TORC1 components in *C. elegans*. We measured AMPK activity, using antibodies targeting phosphorylation of the α catalytic subunit at threonine 172, a site in the activation loop that is a hallmark of AMPK activation (Hardie et al., 2012). This phosphorylation site is conserved in *C. elegans* on the two AMPKα subunits, AAK-1 and AAK-2 (Apfeld et al., 2004) and its phosphorylation has been used to measure AMPK activity (Selman et al., 2009). To confirm conservation, we generated animals carrying a CRISPR induced threonine-to-alanine mutation at T243 on AAK-2, the residue homologous to mammalian T172. Lysates from both CRISPR generated AAK-2(T243A) mutation animals, and *aak-2(ok524)* mutants which harbor a 408 bp deletion spanning T243, completely lose recognition by antibody targeting phosphorylated AMPK T172 (Figure 1—figure supplement 1a), confirming conservation of this phosphorylation event (hereafter referred to as AMPK T172 phosphorylation) and specificity of the antibody to AAK-2. RNAi against *let-363* (homolog of TOR) significantly increases AMPK T172 phosphorylation (Figure 1—figure supplement 1b,c) in whole worm lysates. In addition, we found significantly increased levels of AMPK T172 phosphorylation in animals carrying a null allele in *raga-1* (Figure 1a,b), a gene encoding a homologous protein to RagA, which senses amino acids and activates TORC1 (Saxton and Sabatini, 2017). Taken together, these data suggest that in *C. elegans,* AMPK is activated when TORC1 signaling is decreased.

**Figure 1.**
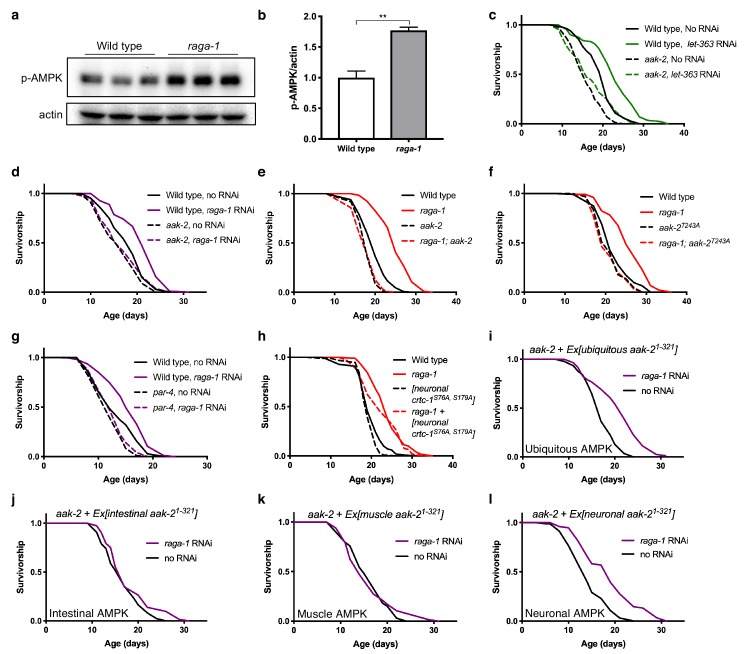
Neuronal AMPK is required for TORC1-mediated longevity. (**a, b**) AMPK T172 phosphorylation is increased in *raga-1(ok386)* null mutants compared to wild type animals. Actin levels are used as loading controls (representative immunoblot and corresponding quantification, n = 3 independent blots). Source data for Figure 1b are provided in Figure 1—source data 1. (**c, d**) Knockdown of (**c**) *let-363 (TOR)* (n = 3 independent biological replicates) or (**d**) *raga-1* from day 1 of adulthood extends lifespan in wild type animals (p<0.0001), but not in *aak-2(ok524)* null mutants (n = 8 independent biological replicates). *P* values: wild type on no RNAi vs *let-363* RNAi (p<0.0001), *aak-2(ok524)* on no RNAi vs *let-363* RNAi (p=0.0122), wild type vs *aak-2(ok524)* on *let-363* RNAi (p<0.0001); wild type on no RNAi vs *raga-1* RNAi (p<0.0001), *aak-2(ok524)* on no RNAi vs *raga-1* RNAi (p=0.1968). Sample size ranges between 62–115 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**e**) *raga-1(ok386)* mutants live longer than wild type (p<0.0001). *raga-1(ok386); aak-2(ok524)* double mutant animals do not live significantly longer than *aak-2(ok524)* single mutants (p=0.9735). n = 5 independent biological replicates, sample size ranges between 90–129 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**f**) *raga-1(ok386)* mutants live longer than wild type (p<0.0001). *raga-1(ok386)* does not extend lifespan in an *aak-2(wbm20)* [AAK-2 (T243A)] CRISPR-generated allele background (p=0.5354). n = 3 independent biological replicates, sample size ranges between 93–119 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**g**) At the restrictive temperature 22.5°C to induce *par-4* loss-of-function, *raga-1* RNAi from adulthood extends lifespan in wild type animals (p<0.0001) but does not extend lifespan of *par-4(it57)* mutant animals (p=0.206). Worms were grown at 15°C until L4 stage before shifting to restrictive temperature. n = 3 independent biological replicates, sample size 68–115 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**h**) *raga-1(ok386)* null allele extends lifespan in animals expressing the non-phosphorylatable CRTC-1^S76A, S179A^ driven by a pan-neuronal *rab-3* promoter (p<0.0001). n = 3 independent biological replicates; sample size ranges between 90–121 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**i**) *raga-1* RNAi from adulthood extends median lifespan of animals overexpressing *aak-2^aa1-321^* driven by the ubiquitous *sur-5* promoter in *aak-2* mutant background (p<0.0001). n = 3 independent biological replicates; sample size ranges between 78–109 deaths per treatment. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**j, k**) *raga-1* RNAi from adulthood does not extend median lifespan of animals overexpressing *aak-2 ^aa1-321^* driven by (**j**) an intestine-specific *gly-19* promoter (p=0.0342) or (**k**) a muscle-specific *myo-3* promoter in *aak-2* mutant background (p=0.9827). n = 3 independent biological replicates; sample size ranges between 72–102 (intestine) and 44–107 (muscle) deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**l**) *raga-1* RNAi from adulthood can extend median lifespan of animals overexpressing *aak-2 ^aa1-321^* driven by the pan-neuronal *rab-3* promoter in an *aak-2* mutant background (p<0.0001). n = 4 independent biological replicates, sample size ranges between 66–117 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. 10.7554/eLife.49158.004Figure 1—source data 1.Figure 1b AMPK activity is increased in raga-1 mutants.

**Figure 1—figure supplement 1.**
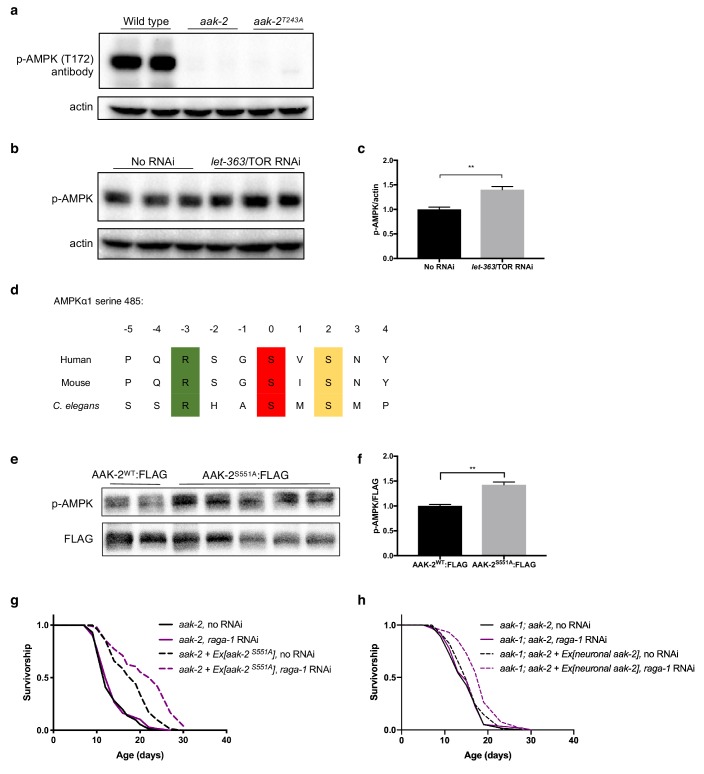
Conservation of critical residues in AAK-2 and their requirement for TORC1-mediated longevity. (**a**) Western blot showing that a threonine-to-alanine mutation at T243 generated by CRISPR on *aak-2* completely loses recognition for antibodies against phosphorylation at the conserved residue T172 in mammalian AMPKα. *aak-2(ok524)* mutants, which carry a 408 bp deletion spanning T243, are used as controls (representative immunoblot, n = 3 independent blots). (**b, c**) Western blot showing that AMPK T172 phosphorylation is increased in wild type worms treated with *let-363* (TOR) RNAi. Actin levels are used as loading controls (representative immunoblot and corresponding quantification, n = 2 independent blots). Source data for quantification are provided in Figure 1—figure supplement 1—source data 1. (**d**) Alignment of *C. elegans* AAK-2 and human and mouse AMPKα1 around serine 485 showing the S6K target site is conserved in *C. elegans.*. (**e, f**) AMPK T172 phosphorylation is increased in strains overexpressing FLAG-tagged AAK-2 with serine-to-alanine mutation at the conserved S6K/Akt phosphorylation site S551 compared to wild type AAK-2. Actin levels are used as loading controls (quantification of n = 1 blot with two biological replicates for wild type AAK-2 and 5 biological replicates for AAK-2^S551A^). Source data for quantification are provided in Figure 1—figure supplement 1—source data 2. (**g**) *raga-1* RNAi from day 1 of adulthood can still extend lifespan in *aak-2(ok524)* animals expressing AAK-2^S551A^ (n = 2, sample size 53–98 deaths per treatment each replicate). Details on strains and lifespan replicates can be found in Supplementary file 6. (**h**) Pan-neuronal expression of full-length *aak-2* rescues lifespan extension from *raga-1* RNAi in *aak-1; aak-2* double mutant background (p<0.0001, n = 1, sample size 58–80 deaths per treatment). *P* values are calculated with Log-rank (Mantel-Cox) test. Details on lifespan replicates and strains can be found in Supplementary file 6. 10.7554/eLife.49158.005Figure 1—figure supplement 1—source data 1.Figure 1—figure supplement 1c AMPK activity is increased by knockdown of TOR. 10.7554/eLife.49158.006Figure 1—figure supplement 1—source data 2.Figure 1—figure supplement 1f The conserved S6K/Akt phosphorylation site serine 551 on AAK-2 modulates AMPK activity.

We next tested whether AMPK activity is required for longevity resulting from TORC1 suppression. Adult-onset RNAi of *let-363* (TOR) or *raga-1* extended median lifespan by 20% in wild type animals, but this effect is suppressed in *aak-2(ok524)* mutants (Figure 1c,d). In addition, while null mutation of *raga-1* extends lifespan by 30% in an otherwise wild type background, it has no effect in *aak-2(ok524)* mutants (Figure 1e). Supporting the hypothesis that phosphorylation of AMPK at T172 is critical for extension of lifespan by TORC1 suppression, the extended lifespan of *raga-1* mutants was also suppressed by AAK-2 T243A (Figure 1f). These results are unlikely due to the general sickness of the *aak-2* mutants, since their lifespan can be extended by other interventions, such as dietary restriction in liquid culture or intermittent fasting (Greer and Brunet, 2009; Honjoh et al., 2009; Mair et al., 2009). LKB1 is the primary kinase that phosphorylates AMPK under energy stress (Tsou et al., 2011). We tested the requirement for PAR-4, the LKB1 homolog in *C. elegans,* for *raga-1* mediated longevity using animals bearing a temperature sensitive allele *par-4(it57)* (Morton et al., 1992). *par-4(it57)* animals are refractory to the lifespan extension of *raga-1* RNAi when housed at restrictive temperatures, suggesting AMPK T172 phosphorylation by LKB1 is required for TORC1-mediated longevity (Figure 1g).

S6K has been suggested to phosphorylate AMPK alpha 2 at serine 485, resulting in inhibition of AMPK activity (Dagon et al., 2012). We examined whether phosphorylation status at the *C. elegans* equivalent of AMPK alpha 2 serine 485 mediates lifespan extension by TORC1 pathway suppression. Although we found that this serine residue is conserved in *C. elegans* (serine 551 residue in AAK-2) (Figure 1—figure supplement 1d) and inhibits AMPK (Figure 1—figure supplement 1e,f), mutating S551 to alanine does not alter the longevity response to reduced TORC1 signaling (Figure 1—figure supplement 1g), suggesting that this phosphorylation event is not required for TORC1-mediated longevity. Taken together, these data suggest that in *C. elegans,* AMPK is activated and critically required for lifespan extension when TORC1 is inhibited.

### TORC1 and AMPK act via separable downstream mechanisms

If AMPK acts as the key downstream effector of TORC1 mediated longevity, we reasoned that interventions that inhibit lifespan extension via AMPK activation might also block longevity resulting from suppression of TORC1. Previously, we have shown that phosphorylation of CREB-regulated transcriptional coactivator (CRTC)−1 in neurons is required for lifespan extension by constitutively activated AMPK (Burkewitz et al., 2015). To determine if lifespan extension via *raga-1* deletion acts via a similar mechanism, we crossed a transgene that expresses a non-phosphorylatable variant of CRTC-1^(S76A, S179A)^ only in neurons into *raga-1(ok386)* mutants. Although neuronal CRTC-1^(S76A, S179A)^ fully suppresses AMPK mediated longevity (Burkewitz et al., 2015), it does not similarly suppress *raga-1* mutant longevity (Figure 1h). Together these data suggest that, while AMPK is required for TORC1 mediated longevity, the mechanisms by which TORC1 suppression and AMPK activation promote healthy aging are likely separable.

### Neuronal AMPK is required for TORC1-mediated longevity

To further explore why AMPK activity is required for lifespan extension by TORC1 suppression, we asked where AMPK acts to mediate this effect. We rescued *aak-2(ok524)* mutants in specific tissues with a truncated and constitutively active form of AAK-2^aa1-321^ (Mair et al., 2011). Ubiquitous expression of AAK-2^aa1-321^ fully restored the responsiveness of *aak-2(ok524)* mutant animals to the lifespan promoting effects of *raga-1* RNAi (Figure 1i), whereas expression of AAK-2^aa1-321^ specifically in either the intestine or muscle did not (Figure 1j,k). Remarkably, however, expressing AAK-2^aa1-321^ solely in neurons fully restored lifespan extension by *raga-1* RNAi (Figure 1l). We saw similar rescue using neuronal expression of full-length wild type *aak-2* (Figure 1—figure supplement 1h). These data demonstrate that activity of AMPK specifically in neurons is a critical mediator of TORC1 longevity, and also suggest that neuronal TORC1 activity itself may impact healthy aging.

### TORC1 acts in neurons to regulate aging

Homozygous null mutations for many TORC1 components and regulators lead to developmental arrest (Albert and Riddle, 1988; The *C. elegans* Deletion Mutant Consortium, 2012; Long et al., 2002) and therefore do not facilitate longevity assays. However, null mutants for *raga-1* or *rsks-1* are viable and long-lived (Schreiber et al., 2010; Selman et al., 2009). To directly examine the role of neuronal TORC1 activity on organismal aging, we rescued TORC1 pathway activity in *raga-1* and *rsks-1* mutants specifically in neurons, via ectopic expression regulated by the pan-neuronal *rab-3* promoter. These animals therefore have reduced TORC1 signaling in all tissues except neurons. Strikingly, we found that expression of *raga-1* in neurons fully suppressed the long lifespan of *raga-1* mutant animals without affecting wild type lifespan (Figure 2a). Neuronal *raga-1* fully suppressed the long lifespan both with and without the use of FUDR, a chemical inhibitor of DNA synthesis commonly used in *C. elegans* lifespan experiments to stop the production of progeny that can also lead to complex interactions with various genes and treatments in the regulation of lifespan (Anderson et al., 2016) (Figure 2—figure supplement 1). Similarly, neuronal *rsks-1* expression rescued the lifespan extension of *rsks-1* deletion mutants (Figure 2b), suggesting that neuronal regulation of longevity is not specific to RAGA-1 and extends to other TORC1 pathway components.

**Figure 2.**
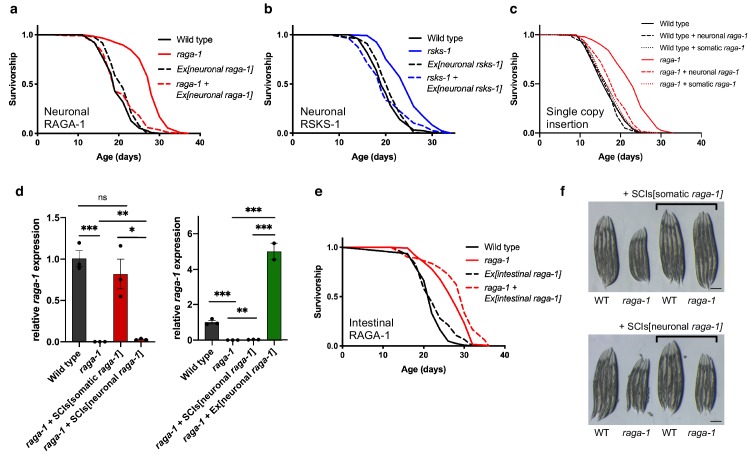
TORC1 signaling is required in neurons to regulate lifespan. (**a**) The *raga-1(ok386)* deletion increases lifespan (p<0.0001). However, when *raga-1* is expressed in the nervous system via extrachromosomal array using the *rab-3* promoter, *raga-1(ok386)* does not extend lifespan (p=0.7932). n = 6 independent biological replicates; sample size ranges between 77–192 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**b**) The *rsks-1(ok1255)* deletion increases lifespan (p<0.0001). However, when *rsks-1* is expressed in the nervous system by extrachromosomal array using the *rab-3* promoter, *rsks-1(ok1255)* does not extend lifespan (p=0.6539). n = 4 independent biological replicates; sample size ranges between 81–121 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**c**) The lifespan extension resulting from *raga-1(ok386)* deletion is significantly suppressed by reintroduction of *raga-1* in the nervous system as a single copy transgene (p<0.0001). n = 3 independent biological replicates. *P* value calculated with Log-rank (Mantel-Cox) test. As described in Materials and methods, ‘neuronal *raga-1*’ refers to single copy transgene driven by the *rab-3* promoter. ‘somatic *raga-1’* refers to single copy transgene driven by the *eft-3* promoter. Details on strains used and lifespan replicates can be found in Supplementary file 6. (**d**) Relative *raga-1* expression generated from integrated single copy transgenes (left) compared to extrachromosomal array (right) as determined by qPCR. Points plotted are from independent biological samples. Error bars denote mean + /- SEM. *P* values determined by 2-tailed t test. *raga-1* expression driven from single copy insertion transgenes (SCIs) and controls shown on the left were replotted next to expression generated by extrachromosomal array on the right to highlight relative differences in expression. All samples were run in parallel. (**e**) *raga-1(ok386)* allele extends lifespan both in the wild type background (p<0.0001) and with *raga-1* expressed in the intestine by extrachromosomal array using the intestine-specific *ges-1* promoter (p<0.0001). n = 3 independent biological replicates; sample size ranges between 83–126 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**f**) Somatic (top), but not neuronal (bottom), expression of *raga-1* driven by single copy transgene rescues the small body size exhibited by *raga-1(ok386)* mutants. Scale bar = 200 μm. 10.7554/eLife.49158.011Figure 2—source data 1.Figure 2e qPCR of raga-1 expression in SCIs and extrachromosomal lines.

**Figure 2—figure supplement 1.**
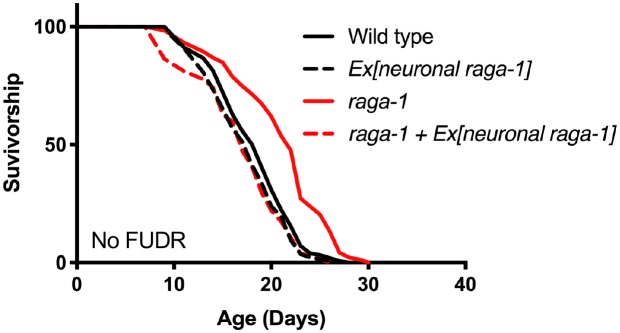
Neuronal *raga-1* expressed by extrachromosomal transgene suppresses *raga-1* mutant longevity when animals are not treated with FUDR to prevent progeny development. Details on strains and lifespan replicates can be found in Supplementary file 6.

**Figure 2—figure supplement 2.**
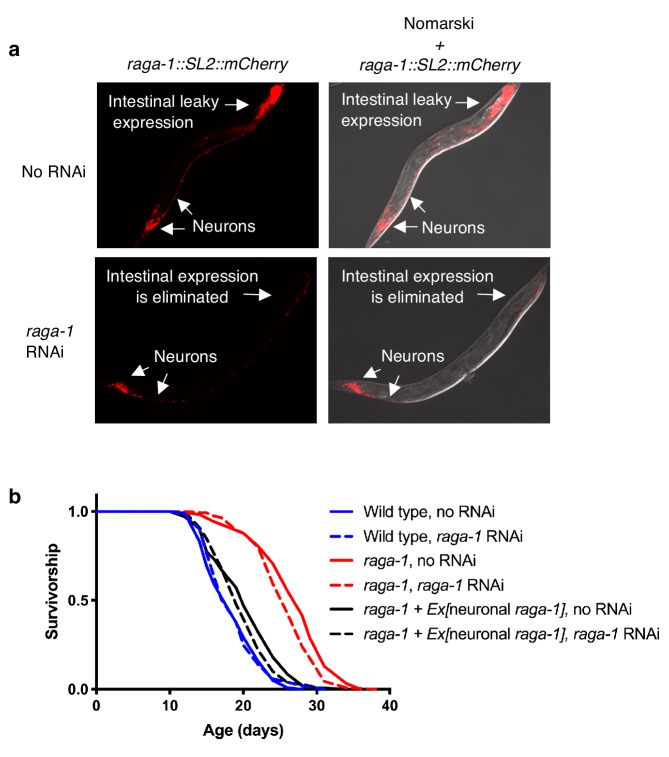
Elimination of *raga-1 *in the intestine by RNAi does not impair rescue by the extrachromosomal neuronal *raga-1 *array. (**a**) *raga-1* RNAi eliminates non-specific expression of the *rab-3p::raga-1::SL2::mCherry* extrachromosomal transgene in the intestine but preserves expression in neurons. Images were taken from adult day 10 animals using 25 ms exposure time. n = 2 independent trials, images are representative of 12–16 worms per treatment per replicate. (**b**) *raga-1* RNAi eliminates non-specific expression in the intestine but does not restore longevity in *raga-1* neuronal rescue animals (n = 2, sample size ranges between 83–123 per treatment per replicate). RNAi was combined with FUDR treatment. Details of protocol are in the Materials and methods section. *P* values calculated with Log-rank (Mantel-Cox) test for lifespan replicates are included in Supplementary file 6.

**Figure 2—figure supplement 3.**
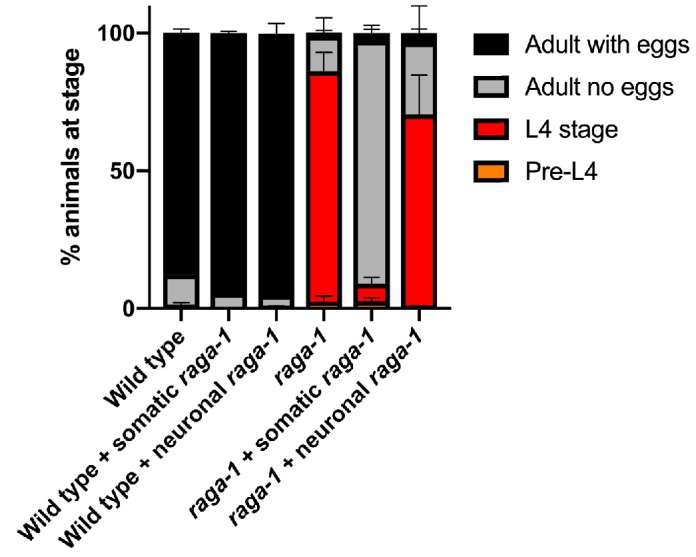
Neuronal *raga-1* does not rescue development delay of *raga-1(ok386)* mutants. Stacked bar graph showing percent of animals at the noted developmental stage after 72 hr at 20°C. Shown are averaged values from two independent experiments. Error bars denote SEM. ‘neuronal *raga-1*’ and ‘somatic *raga-1*’ refer to CRISPR-generated single copy transgenes driven by the *rab-3* and *eft-3* promoters, respectively. 10.7554/eLife.49158.012Figure 2—figure supplement 3—source data 1.Figure 2—figure supplement 3 Developmental stages of raga-1 rescue lines.

Since many neuronal-specific promoters show leakiness in the intestine, especially in adult *C. elegans*, we used an RNAi protocol to eliminate transgene expression in the intestine while leaving neuronal expression intact (Figure 2—figure supplement 2a). Critically, in animals in which intestinal leakiness of the promoter was removed via *raga-1* RNAi, *rab-3p::raga-1* still fully suppressed *raga-1* mutant lifespan (Figure 2—figure supplement 2b). Additionally, we generated single copy knock-ins of *raga-1* cDNA using the SKI LODGE system (Silva-García et al., 2019). We used CRISPR to insert *raga-1* cDNA sequences into an intergenic cassette which uses both the *rab-3* promoter and *rab-3* 3’ UTR sequences to drive gene expression more specifically in the nervous system (Silva-García et al., 2019). We also knocked *raga-1* cDNA into a cassette that uses the *eft-3* promoter to express *raga-1* across all somatic tissues. Remarkably, *raga-1* expressed in the nervous system by single copy transgene effectively rescued *raga-1* lifespan, despite its more restricted and lower level of expression (Figure 2c,d). In contrast, expressing *raga-1* directly in the intestine by multicopy array using the intestine-specific *ges-1* promoter did not suppress *raga-1* mutant longevity (Figure 2e). Expression of *raga-1* in the nervous system by single copy transgene did not rescue other phenotypes resulting from loss of RAGA-1 function, including reduced body size (Figure 2f) and developmental delay (Figure 2—figure supplement 3). Together, these results show that TORC1 activity specifically in neurons modulates systemic aging, and this activity can be uncoupled from its regulation of growth and development.

### Neuronal RAGA-1 modulates aging via neuropeptide signaling

To identify mechanisms specifically coupled to neuronal RAGA-1 regulation of lifespan, we examined the transcriptomes of wild type (‘WT’), *raga-1* mutant (‘mutant’) and *raga-1* mutant with extrachromosomal neuronal *raga-1* expression (‘rescue’) *C. elegans* by RNA-Seq (Supplementary files 1–3). 

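RNA was sequenced from 12 samples of L4 larvae, 4 each of wild type, *raga-1(ok386)* mutant and rescue animals, and the paper gives 1000 worms per sample. In the rescue strain an extrachromosomal array expresses *raga-1* from a neuronal promoter in the *raga-1* mutant. The authors estimated transcript abundance with Salmon and collapsed it to genes with tximport, and they deposited estimated counts per gene and the same counts divided by DESeq2 size factors. Total estimated counts per sample ran from 14287510 to 26701924 in wild type (median 24621291), from 20320091 to 35619305 in the mutant (median 23493955.5) and from 24724610 to 31410363 in rescue (median 26191160). For the values given here, the estimated counts were rounded to whole numbers and genes with low counts were removed with edgeR's filterByExpr, which left 15728 of 21882 genes. All 12 samples were fitted together by edgeR's quasi-likelihood model after TMM normalization. A gene was called different at a Benjamini-Hochberg adjusted p-value under 0.01, the false discovery rate named in the paper's methods. Expression is given in CPM, edgeR's counts scaled to a common library size by TMM, as mean ± SD over the 4 samples of a group. Wild type replicates 1 to 4 were collected on days 2, 4, 6 and 8 of the collection period, and mutant and rescue replicates on days 1, 2, 4 and 6, so the collection days are not balanced between the groups. By the paper's methods, rescue worms with the transgene were first moved by picking to a fresh plate under a fluorescence microscope. Wild type and mutant worms were washed straight off their plates. Handling therefore cannot be separated from strain in any comparison with rescue.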

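*raga-1* itself (WBGene00006414, chromosome II, 11301359 to 11302776 in WBcel235) was measured first in every sample. Its expression was 70.2, 61.8, 66.9 and 66.1 CPM in wild type replicates 1 to 4. In the mutant it was 1.42, 1.76, 1.49 and 1.55 CPM, and in rescue 891, 805, 874 and 857 CPM. The log2 fold change of the mutant against wild type was -5.40 (standard error 0.08, adjusted p = 1.91e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rescue was above wild type by a log2 fold change of 3.69 (standard error 0.07, adjusted p = 2.44e-11 from the same test). In pairwise comparisons, 1001 genes were higher and 1417 lower in the mutant than in wild type, and 1602 genes were higher and 2119 lower in rescue than in wild type. Between rescue and mutant, 48 genes were higher and 12 lower in rescue, with *raga-1* among the 48. The median size of the log2 fold change among the called genes was 0.51 for mutant against wild type, 0.55 for rescue against wild type and 1.00 for rescue against mutant. With library size alone as scaling, 2142 genes were higher and 1146 lower in rescue than in wild type. For mutant against wild type it gave 960 higher and 956 lower, so the balance of rises and falls depends on the scaling. The counts between rescue and mutant also depended strongly on the setting. They fell to 6 genes higher and 1 lower in rescue with the collection day as a block, and rose to 188 higher and 136 lower with DESeq2 and to 439 higher and 117 lower with only these 2 groups in the fit.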

We performed a cluster analysis that takes into account trends in gene expression across all three conditions to identify genes that change in the *raga-1* mutant and are reversed by neuronal rescue. As expected given the specific nature of neuronal *raga-1* rescue of lifespan but not other *raga-1* phenotypes, the majority of differentially expressed genes changed similarly in the *raga-1* mutant and in the rescue line (Figure 3—figure supplement 1a). However, a small number of genes that showed increased or decreased expression in the *raga-1* mutant were rescued by the neuronal *raga-1* array (Figure 3a, Figure 3—figure supplement 1a). 

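The test for any difference among the 3 groups called 3318 genes. Of these, 3218 had group means that moved the same way from wild type in the mutant and in rescue, which is 97.0% (exact 95% confidence interval 96.3 to 97.5%, which treats genes as independent although they are not). The share moved most with a minimum fold change of 2, to 94.2%. Pairwise, 2025 genes differed from wild type in both strains, and 2021 of them in the same direction. A further 1696 genes passed the threshold in rescue against wild type only. Across all 15728 genes the log2 fold changes of the mutant and of rescue, each against wild type, had a Pearson correlation of 0.77. That correlation is across genes, which are not independent replicates, and both fold changes share the same wild type samples. The shared samples also favour the same direction in the counts above.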

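Genes were counted as reversed when the mutant differed from wild type and rescue differed from the mutant in the opposite direction, each with an adjusted p-value under 0.01. By this count 3 genes were higher in the mutant and reversed in rescue, and 7 were lower in the mutant and reversed in rescue. With the collection day as a block these counts were 0 (213 at an unadjusted p under 0.05 in both steps) and 1, with DESeq2 they were 14 and 32, and with a threshold of 0.05 they were 12 and 36. The 3 were *isp-1* (WBGene00002162), *clec-50* (WBGene00012253) and *Y55F3AM.11* (WBGene00021928). The expression of *isp-1* was 517 ± 22.2 CPM in wild type, 648 ± 50.4 in the mutant and 418 ± 24.0 in rescue (SD, n = 4 each). Its log2 fold change was 0.33 for mutant against wild type (adjusted p = 0.00388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.63 for rescue against mutant (adjusted p = 0.000855). For *clec-50* these log2 fold changes were 0.28 (adjusted p = 0.0024) and -0.48 (adjusted p = 0.00111), and for *Y55F3AM.11* 0.66 (adjusted p = 0.00328) and -1.29 (adjusted p = 0.000741). The call between mutant and wild type was lost for *isp-1* in 5 of the 12 fits that left out a sample and for *Y55F3AM.11* in 3, and for both with only these 2 groups in the fit. The 7 were *raga-1*, *tag-10*, *cyp-13A2*, *C28A5.1*, *C52E2.4*, *clec-160* and *W03D8.7*. Expression of *tag-10* fell by 1.72 on the log2 scale in the mutant and rose by 0.64 from mutant to rescue, where it stayed below wild type with a log2 fold change of -1.08. For the others, *raga-1* left aside, the log2 fold change from mutant to rescue ran from 0.59 for *C28A5.1* to 1.73 for *W03D8.7*. *C28A5.1* (chromosome III, 4429615 to 4434344) lies close to *C28A5.2* (4434750 to 4439543), which had at most 2 counts in any rescue sample. A change at that place in the array strain is therefore not excluded for the rise of *C28A5.1*. The call between mutant and wild type was lost for *C28A5.1* in 9 of the 12 fits that left out a sample, and for *cyp-13A2* and *W03D8.7* in 1 each, and for these 3 with only the 2 groups in the fit. For *C28A5.1* it was also lost with library size alone and with no filter beyond 1 count. The replicate number as a block lost it for *C28A5.1* and *Y55F3AM.11*. The genes *tag-10* and *C52E2.4* fall outside the rule for naming genes and were singled out after their values were seen.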

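Members of listed gene families were counted in the paper's Cluster 3 (59 genes) and Cluster 4 (107 genes). Cluster 3 held 8 collagens, 4 abu and pqn genes, 3 hedgehog-related genes and 2 of the 20 listed cell division genes. It held 0 of 12 core ER unfolded protein response genes and 0 of 7 mitochondrial fission and fusion genes. In Cluster 4 were 4 insulin-like peptide genes, 7 F-box genes, 5 C-type lectins and 1 of the 14 dense core vesicle and synaptic release genes. Whole families were then tested with limma's camera, in 15 families and 3 pairwise comparisons. None of the 45 tests reached a Benjamini-Hochberg adjusted p-value under 0.05, and 10 had an unadjusted p under 0.05. With camera's preset correlation of 0.01 between genes in place of an estimate for each family, 29 tests did. The lowest adjusted p-value was 0.0645, for the 63 mitochondrial ribosomal protein genes, whose median log2 fold change was -0.33 in the mutant and -0.39 in rescue against wild type. The largest median changes were those of the 35 major sperm protein genes. They were -0.61 in the mutant and -1.18 in rescue against wild type, and -0.60 for rescue against mutant (camera, adjusted p = 0.224, 0.103 and 0.103). With the preset correlation these adjusted p-values were 2.3e-11, 2.6e-29 and 1.3e-26. For the core ER unfolded protein response genes the median log2 fold change of the mutant against wild type was -0.52 (adjusted p = 0.534, 3 of 12 genes higher in the mutant). It was below 0 with each of the other scalings, at -0.49 with library size alone. With the preset correlation the adjusted p was 0.0216, and 4 of the 12 genes differed singly between mutant and wild type. The 20 cell division genes had a median of 0.08 for mutant against wild type (adjusted p = 0.76, 16 higher in the mutant). For rescue against mutant it was -0.16 (adjusted p = 0.41, 0 higher in rescue). With the preset correlation these adjusted p-values were 0.236 and 0.000228, so the latter result depends on how the correlation between genes is treated.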

Interestingly, functional analysis of the genes within these clusters reveals an enrichment for Gene Ontology (GO) terms related to organelle organization, organelle fission, and unfolded protein/ER stress pathways that are upregulated in the *raga-1* mutant but not in rescue, whereas GO terms related to neuronal function, including synaptic structure and signaling as well as regulation of dauer entry are enriched in the cluster of genes that show reduced expression in *raga-1* but not in rescue (Figure 3b). These GO terms are also revealed in pairwise comparisons designed to identify biological processes that differ between wild type and *raga-1*, but not between wild type and neuronal rescued animals (Figure 3—figure supplement 1b,c).

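In pairwise comparisons 393 genes differed between mutant and wild type but passed no threshold between rescue and wild type. A gene past the threshold in the mutant only is not thereby shown to differ between mutant and rescue. Tested directly in the fit of all 12 samples, 5 of the 393 genes differed between rescue and mutant. That fit called 60 genes in all between rescue and mutant. With only these 2 groups in the fit, 439 genes were higher and 117 lower in rescue. The 5 therefore do not show that the other genes were the same in rescue and mutant.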

**Figure 3.**
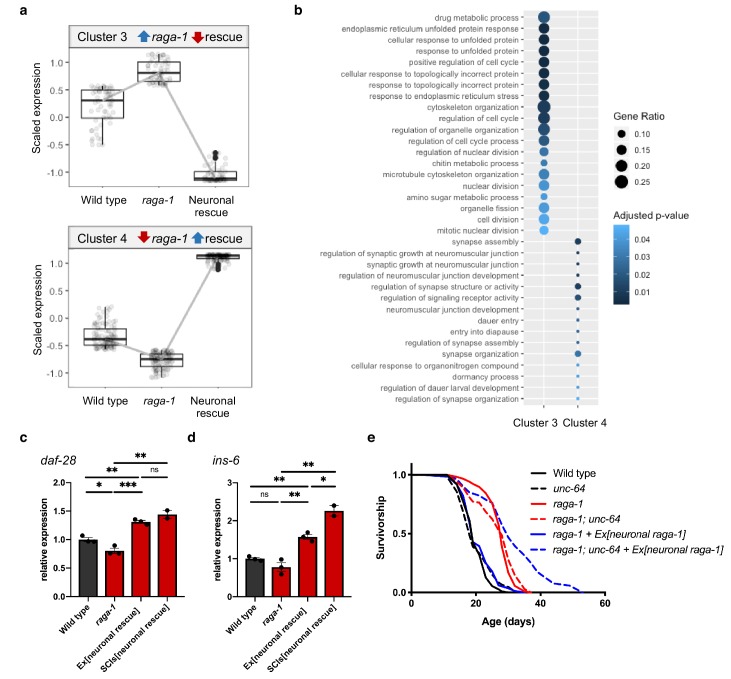
Neuronal TORC1 modulates aging via changes to organelle organization and neuropeptide signaling. (**a**) Cluster analysis identified 59 genes that show increased expression in *raga-1(ok386)* that is reversed by neuronal rescue array (Cluster 3, top) and 107 genes that show decreased expression in *raga-1* that is reversed by neuronal rescue (Cluster 4, bottom). (**b**) Over-representation analysis of the Gene Ontology biological process terms for genes comprising each of the clusters shown in panel (**a**). (**c, d**) qPCR to validate increased expression of *daf-28* (**c**) and *ins-6* (**d**) in independent samples. Samples were generated from L4 larvae to match the timepoint of RNA-Seq sample collection. Independent biological replicates were processed and amplified in parallel. ‘Ex[neuronal rescue]’ refers to *raga-1(ok386)* animals rescued by extrachromosomal array, ‘SCIs[neuronal rescue]’ refers to *raga-1(ok386)* animals rescued by single copy insertion. *P* values determined by 2-tailed t test. Source data are provided in Figure 3—source data 1. (**e**) The *unc-64(e246)* hypomorphic allele significantly extends lifespan in *raga-1* neuronal rescue background (p<0.0001), but not in wild type (p=0.3449) or *raga-1* mutant (p=0.2708). n = 3 independent biological replicates, sample size ranges between 64–121 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. 10.7554/eLife.49158.017Figure 3—source data 1.Figure 3c and d qPCR of daf-28 and ins-6.

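The 59 genes of the paper's Cluster 3 were all among the genes tested here, and 16 of them passed the test for any difference among the 3 groups. Their median log2 fold change was 0.08 for mutant against wild type, -0.31 for rescue against wild type and -0.48 for rescue against mutant. Pairwise, 5 were higher in the mutant than in wild type, 11 differed between rescue and wild type and 5 between rescue and mutant. At an unadjusted p under 0.05, 17 differed between mutant and wild type, and adjustment over the 59 genes alone left 5. Of the 107 genes of Cluster 4, 100 were tested and 72 passed the 3-group test. Their median log2 fold changes in the same order were -0.18, 0.61 and 0.81. Pairwise, 5 were lower in the mutant than in wild type, 43 differed between rescue and wild type and 20 between rescue and mutant. The deleted gene, *raga-1* itself, is among the 5 and among the 20. Unadjusted, 21 differed between mutant and wild type at p under 0.05, and adjustment over the list alone left 4. Because the lists are the paper's own calls on the same samples, the counts adjusted over a list say nothing about stability. With DESeq2, the tool named in the paper's methods, all 59 genes of Cluster 3 and all 107 of Cluster 4 passed the 3-group test, 29 and 62 differed between rescue and mutant, and 7 and 6 between mutant and wild type. The counts between mutant and wild type were 0 (17 unadjusted) and 2 with the collection day as a block, and 12 and 11 at a threshold of 0.05.

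**Figure D1:**
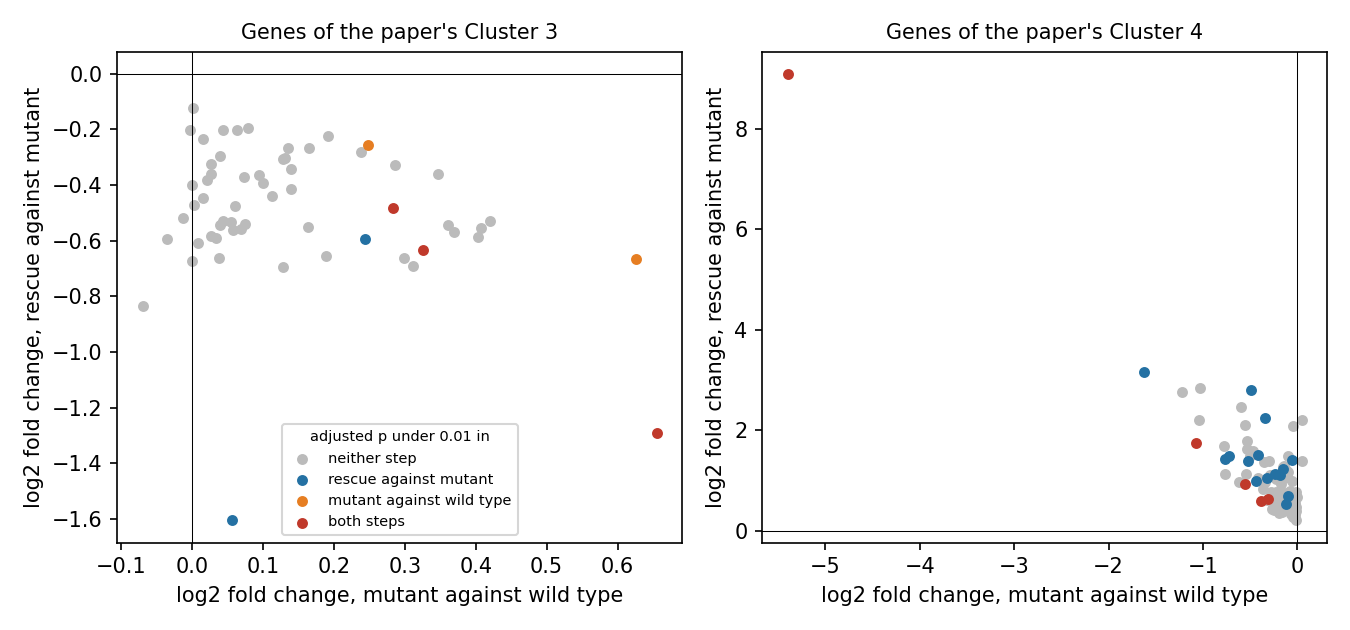
Each point is 1 gene of the paper's Cluster 3 (left, 59 genes) or Cluster 4 (right, 100 genes tested), with the log2 fold change of mutant against wild type on the x axis and of rescue against mutant on the y axis, and the colour gives which of these comparisons has an adjusted p-value under 0.01. Both comparisons pass it for 3 genes of Cluster 3 and 5 genes of Cluster 4, the deleted *raga-1* included. Most points lie nearer to 0 on the x axis than on the y axis.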

**Figure 3—figure supplement 1.**
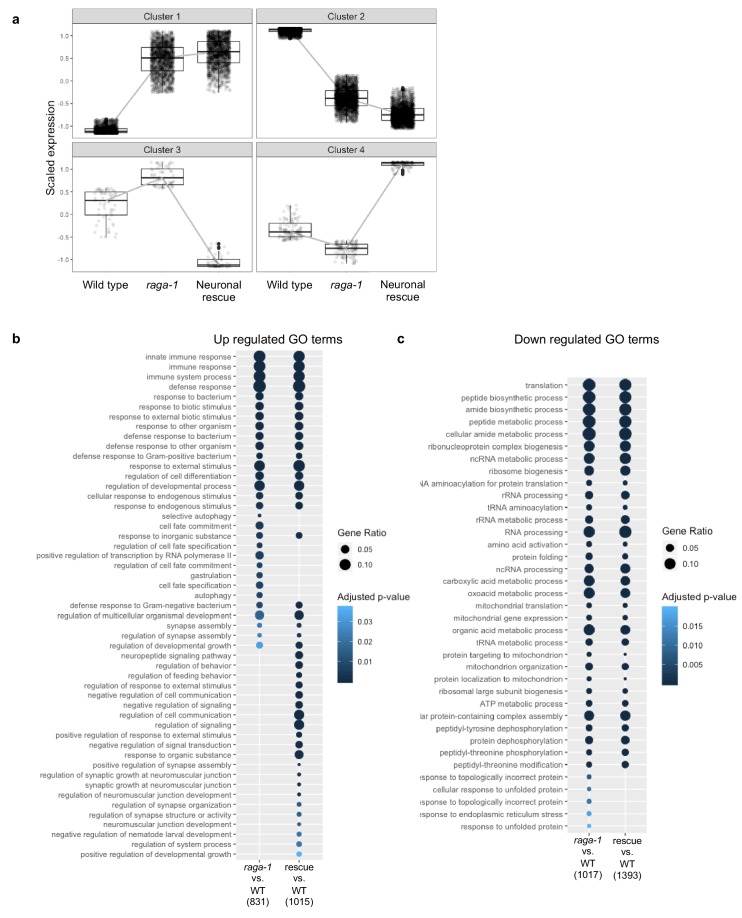
Gene clusters and differentially represented GO terms identified by analysis of RNA-seq. (**a**) Plot depicting the profiles of gene expression defining each cluster of differentially expressed genes. Most differentially expressed genes in *raga-1(ok386)* are not rescued by the neuronal *raga-1* array. Clusters 1 and 2 contain 1737 and 2325 genes, respectively, that show similar changes in expression in both *raga-1* samples and in samples with neuronal rescue. Cluster 3 contains 59 genes that show increased expression in *raga-1* that is reversed by neuronal rescue, Cluster 4 contains 107 genes that show decreased expression in *raga-1* that is reversed by neuronal rescue. (**b**) Over-representation analysis of Gene Ontology biological process terms for significant genes identified from pair-wise analysis of *raga-1* samples relative to WT and in neuronal rescue samples relative to WT.

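Of the 2418 genes that differed between mutant and wild type, 2405 (99.5%) had a log2 fold change of the same sign in rescue against wild type. Both comparisons use the same wild type samples, which favours the same sign. This share alone therefore does not measure a change common to both strains.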

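The genes that passed the 3-group test were sorted by the order of their group means, since the paper's text does not name the tool used for clustering. The order with wild type lowest, which is the profile of Cluster 1, held 1333 genes, and 1200 of them are listed in the paper's Cluster 1. The order with wild type highest, the profile of Cluster 2, held 1885 genes. Of these, 1493 are among the 1996 genes that could be read from the paper's list for Cluster 2. With library size alone as scaling, 1634 genes had the profile of Cluster 1 and 1126 that of Cluster 2, so which profile is larger depends on the scaling.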

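Sorted in the same way, 17 genes had their highest mean in the mutant and their lowest in rescue, and 16 of these are in the paper's Cluster 3. The reverse order, lowest in the mutant and highest in rescue, was found in 83 genes, 70 of them in the paper's Cluster 4. With DESeq2 these profiles held 62 and 117 genes, and with a threshold of 0.05 they held 83 and 220.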

**Figure 3—figure supplement 2.**
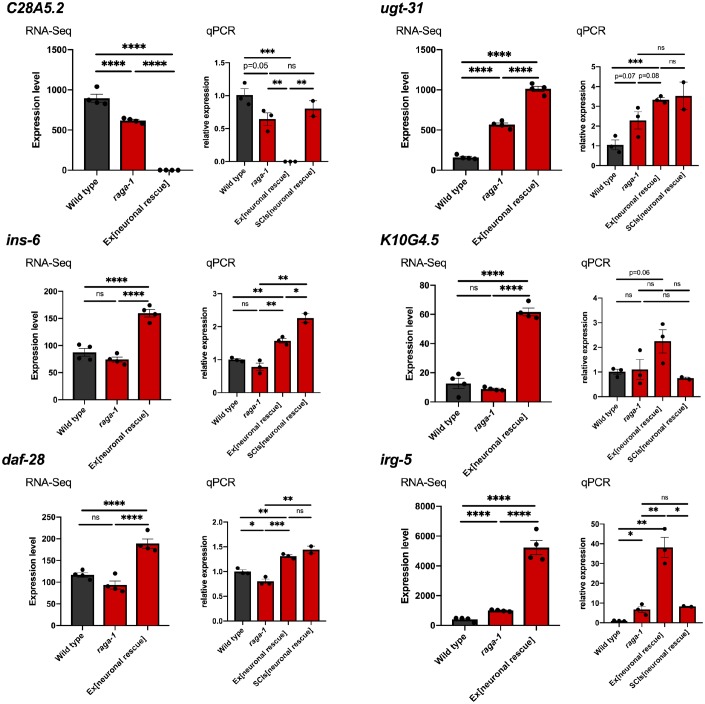
Validation of changes identified by RNA-seq in independent biological samples. Independent biological samples were collected and tested for gene expression changes identified by RNA-Seq by qPCR. Three new samples for each strain used in the RNA-Seq experiment (wild type (N2), *raga-1(ok386),* and neuronal rescue strain) as well as two samples from the single copy transgene neuronal rescue line were collected as L4 staged larvae, processed, tested, and analyzed in parallel. Genes selected for validation were among the most significantly changed genes in pairwise comparison between *raga-1* and neuronal rescue. For each gene, the expression profile obtained by RNA-Seq is plotted to the left, and relative expression determined in new samples by qPCR is plotted to the right. The qPCR results for *ins-6* and *daf-28* shown in Figure 2e are shown again here for comparison to values obtained by RNA-Seq. Data are presented as mean ± s.e.m. P value: NS no significance, *<0.05, **<0.01, ***<0.001, ****<0.0001 relative to controls. Statistical significance for qPCR was determined by two-tail *t-test*. Significance values for RNA-Seq are corrected for false discovery rate. Source data are provided in Figure 3—figure supplement 2—source data 1. 10.7554/eLife.49158.018Figure 3—figure supplement 2—source data 1.Figure 3—figure supplement 2 qPCR validation of RNA seq results.

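Of 15728 genes tested between rescue and mutant, *raga-1* had the smallest p-value and *C28A5.2* (WBGene00007789, chromosome III, 4434750 to 4439543) the next, at rank 2. Its expression was 36.7 ± 4.19 CPM in wild type and 25.2 ± 1.12 CPM in the mutant (SD, n = 4 each), and each rescue sample had between 0 and 2 counts. Set against the floor of 3 counts, rescue was at least 332-fold lower than wild type and at least 228-fold lower than the mutant. Of 10943 genes with a mean of 100 or more normalized counts in wild type and mutant, 2 were at or under the floor in every rescue sample, *C28A5.2* among them. *irg-5* (chromosome V, 13737010 to 13738474) had rank 7 and was at 16.5 ± 5.70 CPM in wild type, with replicate 4 far below the others, 40.9 ± 2.33 in the mutant and 216 ± 39.6 in rescue. Its log2 fold change for rescue against mutant was 2.40 (standard error 0.23, adjusted p = 0.000715 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *K10G4.5* (chromosome V, 17298282 to 17301475) had rank 15, with 0.363 ± 0.0436 CPM in the mutant, 2.55 ± 0.215 in rescue and a log2 fold change of 2.79 (standard error 0.31, adjusted p = 0.00111). *ugt-31* (chromosome I, 2333338 to 2338693) had rank 16, with a mean of 23.1 CPM in the mutant, 41.8 in rescue and a log2 fold change of 0.86 (standard error 0.10, adjusted p = 0.00111). With the collection day as a block, *K10G4.5* and *ugt-31* did not pass the threshold of 0.01 between rescue and mutant, nor did *K10G4.5* without mutant replicate 2. Their log2 fold changes with this block were 2.82 and 0.86. *ins-6* and *daf-28* had ranks 21 and 36. In the mutant, *irg-5* and *ugt-31* were also above wild type, with log2 fold changes of 1.32 and 1.82 (adjusted p = 0.00178 and 1.35e-06), while *K10G4.5* and *C28A5.2* changed by -0.50 and -0.54 (adjusted p = 0.346 and 0.0119).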

**Figure 3—figure supplement 3.**
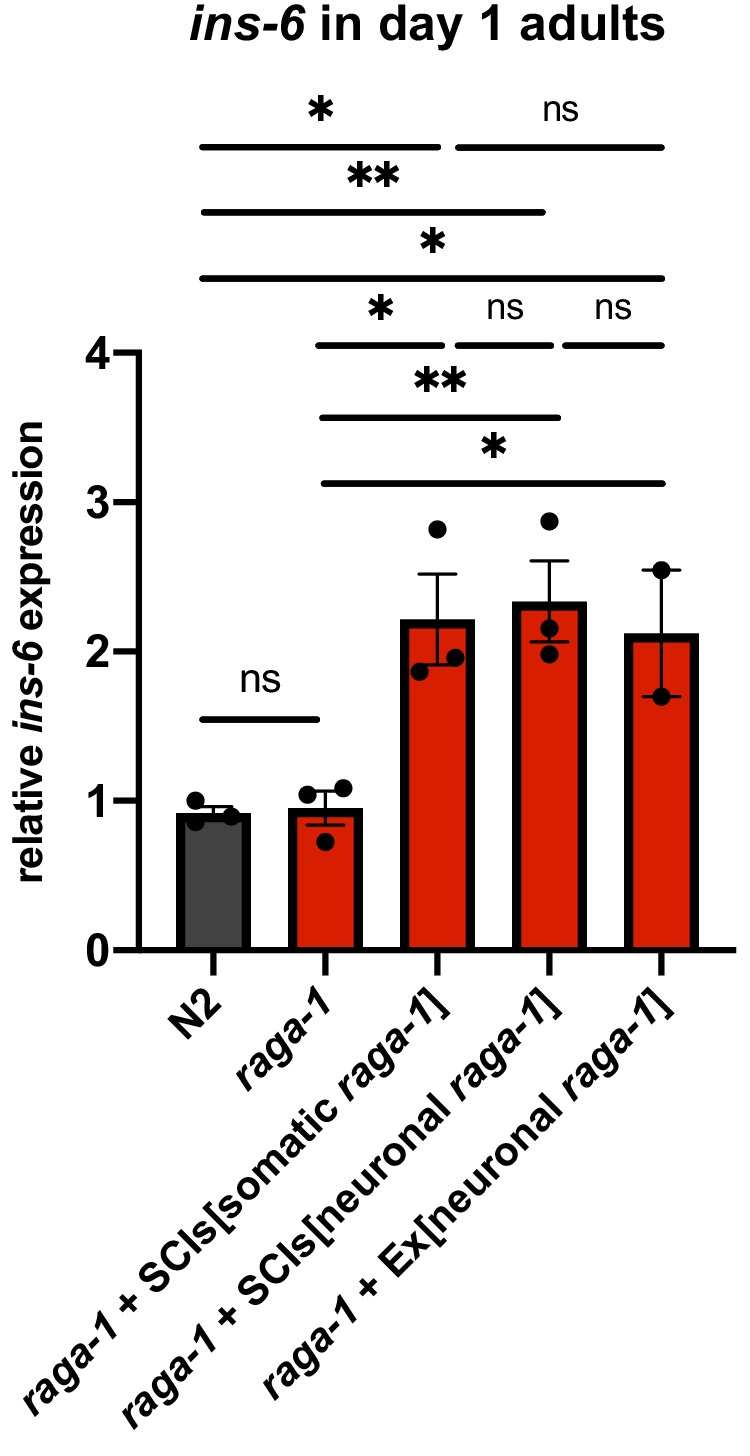
Neuronal *raga-1* regulates *ins-6* expression in adults. Relative expression of *ins-6* in animals at day 1 of adulthood as determined by qPCR. Points plotted are from independent biological samples. Error bars denote mean + /- SEM. *P* values determined by 2-tailed t test. Source data are provided in Figure 3—figure supplement 3—source data 1. 10.7554/eLife.49158.019Figure 3—figure supplement 3—source data 1.Figure 3—figure supplement 3 qPCR of ins-6 in day 1 adults.

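Expression of *daf-28* (WBGene00000920, chromosome V, 19815133 to 19816454) was 4.78 ± 0.407 CPM in wild type, 3.83 ± 0.782 in the mutant and 7.81 ± 0.887 in rescue (SD, n = 4 each). Its log2 fold change was 1.04 for rescue against mutant (standard error 0.14, adjusted p = 0.00417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.71 for rescue against wild type (adjusted p = 0.00217). Between mutant and wild type it was -0.33 (standard error 0.14, adjusted p = 0.109). The call between rescue and mutant was lost under several alternatives, among them the collection day as a block and 7 of the 12 fits that left out a sample. Expression of *ins-6* (WBGene00002089, chromosome II, 6000436 to 6001009) was 3.58 ± 0.566 CPM in wild type, 3.03 ± 0.326 in the mutant and 6.60 ± 0.575 in rescue (SD, n = 4 each). Its log2 fold change was 1.13 for rescue against mutant (standard error 0.13, adjusted p = 0.00153 from the same test), 0.89 for rescue against wild type (adjusted p = 0.000341) and -0.24 for mutant against wild type (adjusted p = 0.208). This call was also lost with the collection day as a block, and in 1 of the 12 fits. With that block the log2 fold changes for rescue against mutant were 1.04 for *daf-28* and 1.13 for *ins-6* (adjusted p = 0.0275 and 0.0232 from the same test). Mutant and rescue were collected on the same days, so these lost calls do not show an effect of the day. *ins-26* (WBGene00002109) and *ins-30* (WBGene00002113) lie near each other on chromosome I, from 14037151 to 14037777 and from 14034954 to 14036057. They were at 3.07 ± 0.147 and 1.23 ± 0.242 CPM in the mutant and at 5.09 ± 0.296 and 2.07 ± 0.0130 in rescue (SD, n = 4 each). Both were higher in rescue than in wild type, with log2 fold changes of 0.65 and 0.75 (adjusted p = 0.0017 and 0.00215). With the collection day as a block, none of the 4 genes passed 0.01 for rescue against wild type. Against the mutant the log2 fold changes of rescue were 0.73 and 0.77 (adjusted p = 0.0138 and 0.0255), over the threshold of 0.01. *ins-26* passed it with DESeq2, with library size alone, with only these 2 groups in the fit and without wild type replicate 1 or 2. Between mutant and wild type they were -0.08 and -0.02 (adjusted p = 0.656 and 0.948), and other settings turned the sign of both.

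**Figure D2:**
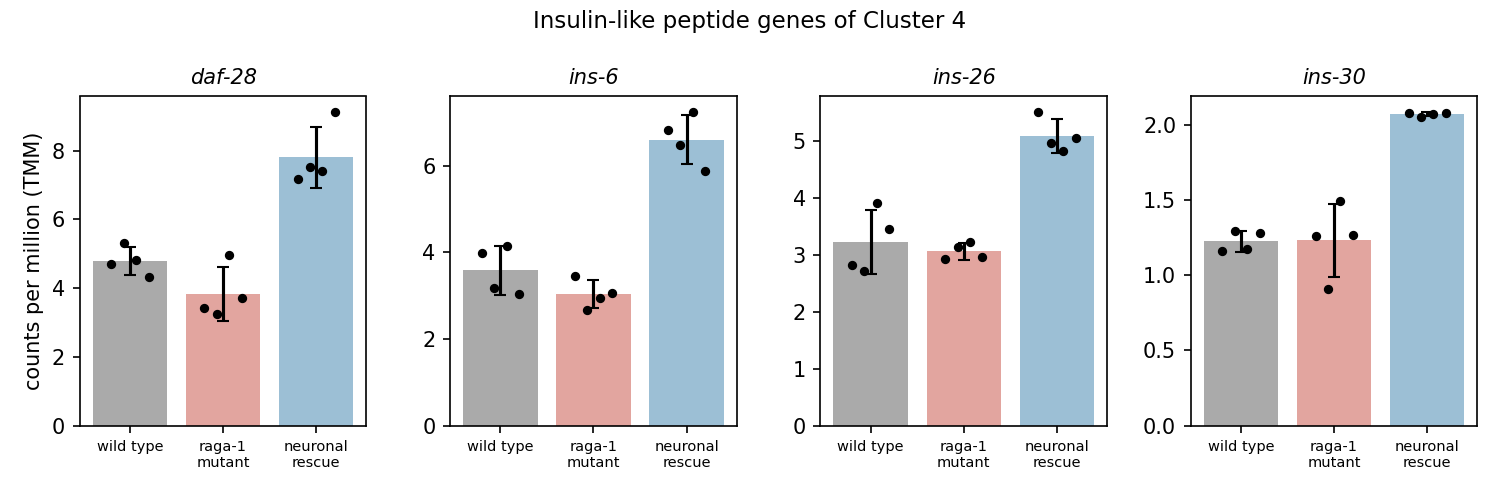
TMM-normalized expression (CPM) of the insulin-like peptide genes of Cluster 4 in wild type, *raga-1* mutant and rescue samples. Bars are means of 4 samples, error bars SD and points samples, and for all 4 genes every rescue sample lies above every wild type and mutant sample.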

Among the genes represented in Cluster 4 (decreased in *raga-1*, increased in rescue) are multiple insulin-like peptide genes (*daf-28*, *ins-6*, *ins-26*, *ins-30*) including two, *daf-28* and *ins-6*, that when overexpressed are sufficient to suppress the lifespan extension resulting from loss of chemosensory function (Artan et al., 2016) (Supplementary file 2). We verified increased expression of *daf-28* and *ins-6*, as well as other identified changes in gene expression, in L4 animals rescued either by extrachromosomal array or by single copy transgene knock-in by qPCR (Figure 3c,d, Figure 3—figure supplement 2). In adults, the levels of *ins-6* expression induced by neuronal or somatic expression of *raga-1* are indistinguishable, suggesting its regulation is entirely neuronal (Figure 3—figure supplement 3). These data suggest that neuronal TORC1 might mediate systemic longevity cell nonautonomously via secretion of insulin-like peptides or other *raga-1* dependent neuronal signals.

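Of the 27 insulin-like peptide genes tested, 19 had a higher mean in rescue than in the mutant, and *daf-28* and *ins-6* were the 2 called. The median log2 fold change of the family was 0.31 for rescue against mutant (limma's camera, two-sided, adjusted p = 0.103 over 45 tests), and it was 0.38 with library size alone as scaling. For mutant against wild type the median was 0.06 (adjusted p = 0.534), with 15 of 27 genes higher in the mutant. Among 30 FMRFamide-like peptide genes the median was 0.36 for mutant against wild type (adjusted p = 0.168, 30 higher in the mutant). It was 0.18 for rescue against mutant (adjusted p = 0.227, 26 higher in rescue). Among 52 neuropeptide-like protein genes the medians were 0.27 and 0.16. The 14 dense core vesicle and synaptic release genes had a median of 0.19 for rescue against mutant, with 13 higher in rescue (adjusted p = 0.213). Their median was 0.09 for mutant against wild type, with 13 higher in the mutant (adjusted p = 0.534). With camera's preset correlation of 0.01 between genes, rescue against mutant had an adjusted p of 0.000114 for the insulin-like peptide genes and 9.56e-05 for the dense core vesicle and synaptic release genes, so these results depend on how the correlation between genes is treated. The paper proposes that neuronal TORC1 might act on systemic longevity cell nonautonomously, by secretion of insulin-like peptides or of other neuronal signals that depend on *raga-1*.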

Neuropeptides are released from dense core vesicles (DCVs) (Li, 2008). If neuronal RAGA-1 suppresses *raga-1* longevity via expression of insulin-like peptides or other neuropeptide signals, we reasoned the lifespan of *raga-1* neuronal rescue worms might be de-repressed by blocking neuropeptide release. We utilized mutants for *unc-64*, a homolog of mammalian syntaxin, an essential plasma membrane receptor for DCV exocytosis to test whether impairing neuronal function in this way would block the ability of the neuronal extrachromosomal *raga-1* array to rescue. Hypomorphic *unc-64(e246)* mutant animals are defective for dense core vesicle docking (Zhou et al., 2007) and remarkably completely remove suppression of *raga-1* lifespan by neuronal RAGA-1. *raga-1; unc-64* double mutant animals with the neuronal rescue array live more than 40% longer than *raga-1* neuronal rescue animals (Figure 3e). The longevity effects by *unc-64* mutation on *raga-1* neuronal rescue animals, combined with the RNA seq results, strongly suggest that neuronal TORC1 actively causes the release of neuropeptide signals to limit longevity cell nonautonomously.

### Neuronal RAGA-1 drives peripheral mitochondrial fragmentation in aging animals

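The expression of *fzo-1* and *drp-1*, which encode the GTPases for mitochondrial fusion and fission, differed little among the 3 groups. For *fzo-1* the log2 fold change was 0.02 for mutant against wild type (adjusted p = 0.788 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.09 for rescue against mutant (adjusted p = 0.264), with rescue replicate 4 below the other rescue samples. For *drp-1* these were -0.04 (adjusted p = 0.682) and -0.04 (adjusted p = 0.812). The signs of *fzo-1* for mutant against wild type and of *drp-1* in both comparisons turned with other settings. That of *fzo-1* for rescue against mutant did not. The 7 mitochondrial fission and fusion genes together had a median log2 fold change of -0.04 for mutant against wild type (camera, adjusted p = 0.76). Of these, *fis-2* was called lower in the mutant, with a log2 fold change of -0.29 (adjusted p = 0.00961), and it was singled out after its values were seen. Expression of *tomm-20*, which encodes a protein of the mitochondrial outer membrane, had a log2 fold change of -0.41 in the mutant (adjusted p = 0.00175) and -0.54 in rescue (adjusted p = 0.000192), each against wild type, and of -0.13 for rescue against mutant (adjusted p = 0.397).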

Since genes linked to organelle organization were upregulated in the *raga-1* mutant but not in rescue, we explored whether this might be causal to longevity of the *raga-1* mutants.

Mitochondria can dynamically move between fused and fragmented networks in response to changes in the cellular environment, mediated in *C. elegans* by the GTPases: FZO-1 (fusion) and DRP-1 (fission) (Wai and Langer, 2016). We examined mitochondrial networks in young and old *C. elegans* in multiple tissues using reporters expressing GFP fused with a fragment from the mitochondrial outer membrane protein TOMM-20, which includes a transmembrane domain that anchors the fusion protein to mitochondria (Weir et al., 2017). For neurons and muscle, we developed an ImageJ/FIJI macro, ‘MitoMAPR’, to characterize and quantify changes in mitochondrial architecture and morphology in *C. elegans* cells. MitoMAPR uses several pre-existing image enhancement filters to augment the signal clarity of images, converting the mitochondrial signals into skeleton-like binary backbones (Figure 4—figure supplement 1), and quantifying various attributes of the mitochondrial network as described in (Figure 4—figure supplement 2). Coupled with a high-throughput batch processing mode, this macro allows us to characterize changes in mitochondrial object length, distribution, network coverage and complexity in a large number of images acquired from the samples in question (Figure 4, Figure 4—figure supplement 3, Figure 4—figure supplement 5). Age induces fragmentation of mitochondria in neurons, intestine, and muscle, in wild type animals but degeneration is not seen in long lived *raga-1* mutants (Figure 4, Figure 4—figure supplement 3, Figure 4—figure supplement 4, Figure 4—figure supplement 5).

**Figure 4.**
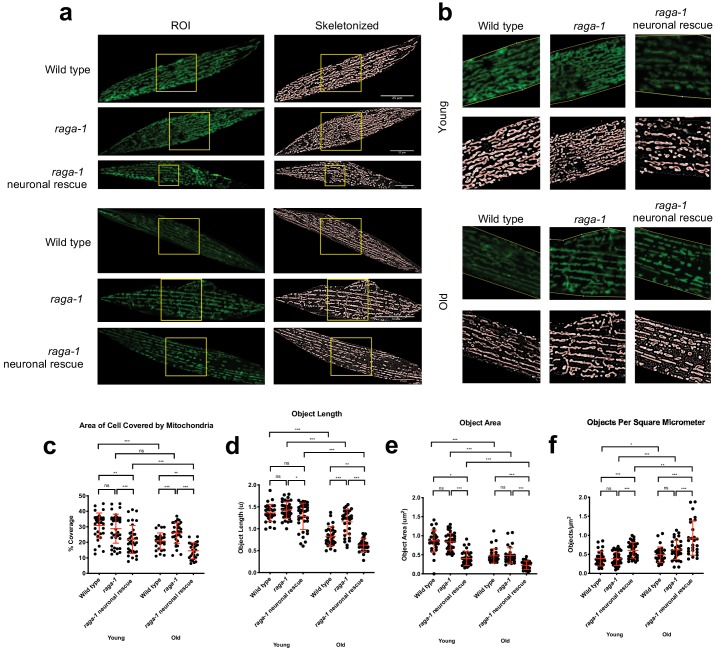
Neuronal RAGA-1 drives mitochondrial fragmentation in muscle cells. (**a**) Representative pictures showing that loss of *raga-1* preserves muscle mitochondrial content during aging, while neuronal RAGA-1 reverses these effects as seen in the corresponding skeletonized images (Left) post MitoMAPR processing. The mitochondrial skeleton (red) is overlaid on binary images. TOMM-20^aa1-49^::GFP reporter labels mitochondria in young (day 2) and old (day 11) wild type, *raga-1(ok386)* mutant and *raga-1* neuronal rescue animals (n = 2 independent trials, 16–29 cells were imaged per genotype each time point per replicate). Scale bar represents 25 μm. (**b**) zoomed insets from (**a**) (yellow boxes). (**c–h**) Quantification showing that neuronal *raga-1* rescue animals also have decreased mitochondrial coverage (**c**), greater degree of fragmentation as seen by decreased mitochondrial length (**d**) and area (**e**) and increased object number normalized to area (**f**) compared to *raga-1* mutants. Data are represented as mean ±S.D. P value: NS no significance, *<0.05, **<0.01, ***<0.001, between comparisons as indicated by bars. Statistical significance was determined by One-way ANOVA and Welch’s t test. 16–29 cells were quantified per genotype for each time point per replicate (n = 2 independent trials, 25–30 cells were imaged per genotype each time point per replicate). Source data are provided in Figure 4—source data 1. 10.7554/eLife.49158.027Figure 4—source data 1.Figure 4c-h and Figure 4—figure supplement 5 Effects of neuronal *raga-1* rescue on parameters of muscle mitochondrial morphology.

**Figure 4—figure supplement 1.**
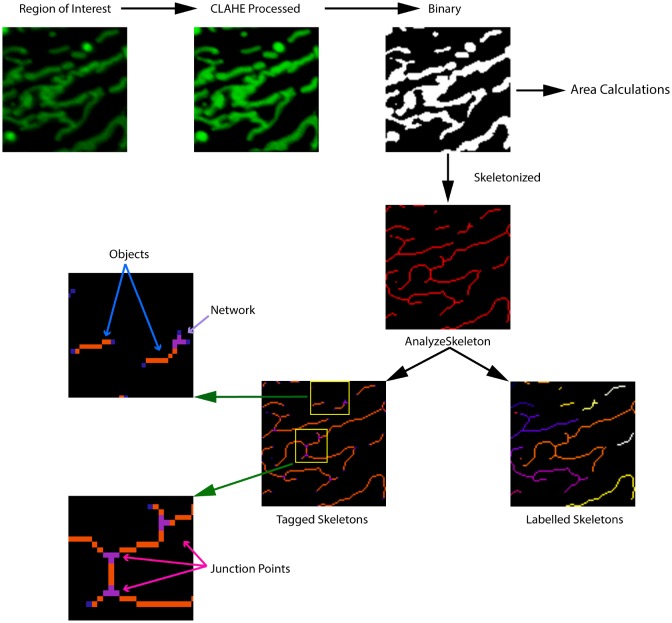
Workflow for MitoMAPR analysis. A Region of Interest (15 × 15 um) was processed by the MitoMAPR macro. The ROI is enhanced for signal intensity by Enhance Local Contrast (CLAHE) followed by conversion to Binary. The binary image is then skeletonized and the skeletonized image is then processed by the AnalyzeSkeleton plugin to generated Tagged and Labelled Skeletons. Labelled Skeleton has each Object-Skeleton marked out in different colors to illustrate separation and Object Count (OC). Tagged Skeletons have junction points marked out in purple. The top zoomed inset illustrates two separate objects and one Network (N) with one Junction point. The bottom inset illustrates one network with three individual Junction Points (JP). The signal intensity from the binary image is used for area calculations to determine the Mitochondrial Footprint (MF) which then divided by the Object Count (OC) to calculate the Object Area (OA).

**Figure 4—figure supplement 2.**
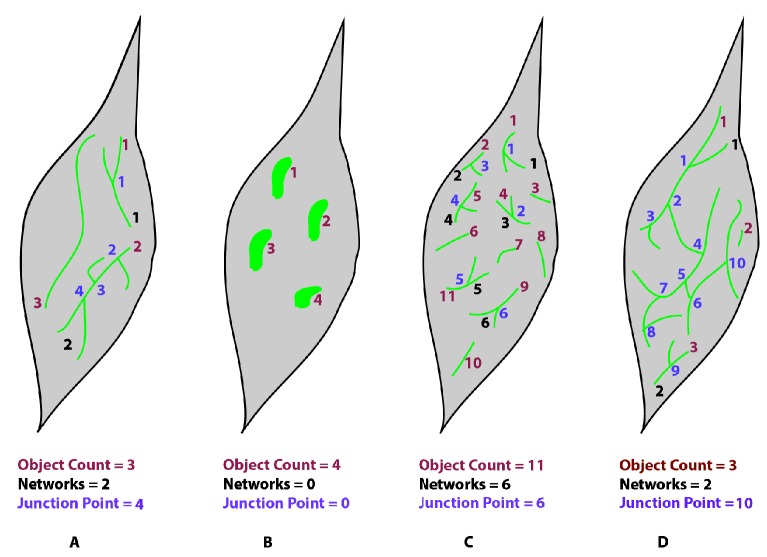
Examples of networks analyzed by MitoMAPR. Using Networks (N) and Junction Point (JP) values, it is possible to estimate the degree of complexity of the mitochondrial network. As illustrated the four cells (**A–D**) have their mitochondria marked out in green. The mitochondrial objects are counted in orange (Object Counts), Networks in black and Junction Points (JP) are marked out in purple. While panel A has three objects, it has only two networks, with one Junction Point in one network and three in the other. Panel B has no networks since none of the objects have any junction points. Conversely, panel D has three distinct objects and two networks. The larger network has 9 Junction points while the smaller one possesses a single junction point. A higher number of junction points indicates a greater degree of branching and larger network spread. Building on these attributes, compared to samples A-C, sample D exhibits a higher mitochondrial complexity and interconnectivity.

**Figure 4—figure supplement 3.**
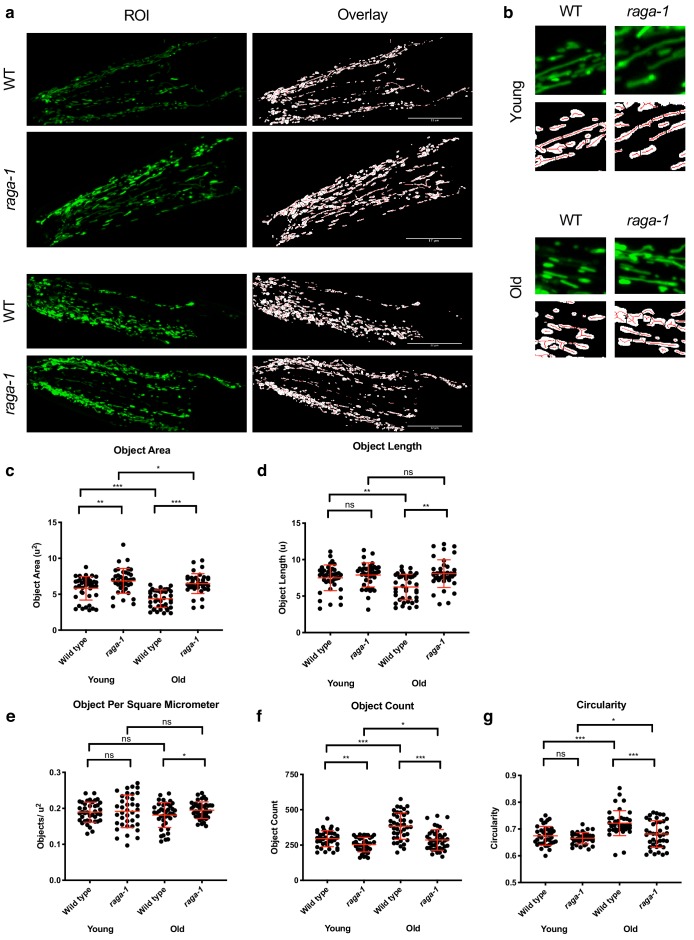
*raga-1* deletion affects mitochondrial network states in neurons. (**a–b**) Representative pictures (**a**) showing that loss of *raga-1* preserves mitochondrial content during aging, in neurons as seen in the overlay images (Left) post MitoMAPR processing. The mitochondrial backbone (red) is overlaid on binary images. TOMM-20^aa1-49^::GFP reporter labels mitochondria in young (day 1/2) and old (day 15) wild type and *raga-1(ok386)* mutant (n = 3 independent trials,~30 cells were imaged per genotype each time point per replicate). Scale bar represents 25 μm. (**b**) zoomed insets from (**a**). (**c–g**) Quantification showing that *raga-1* deletion animals exhibit increased object area (**c**) and object length (**d**) compared to aged wildtype animals in neurons. In accordance to these observations, the *raga-1* deletion animals also have decreased mitochondrial particle count (**f**), mitochondrial particles per unit area (**e**) and circularity (**g**) indicating a tendency for to maintain a fused mitochondrial network state even at day 15. Data are represented as mean ±S.D.. P value: NS no significance, *<0.05, **<0.01, ***<0.001, between comparisons as indicated by bars. Statistical significance was determined by One-way ANOVA and Welch’s t test. 16–29 cells were quantified per genotype for each time point per replicate (n = 3 independent trials,~30 cells were imaged per genotype each time point per replicate). 10.7554/eLife.49158.028Figure 4—figure supplement 3—source data 1.Figure 4—figure supplement 3c-f Effects of neuronal *raga-1* rescue on parameters of neuronal mitochondrial morphology.

**Figure 4—figure supplement 4.**
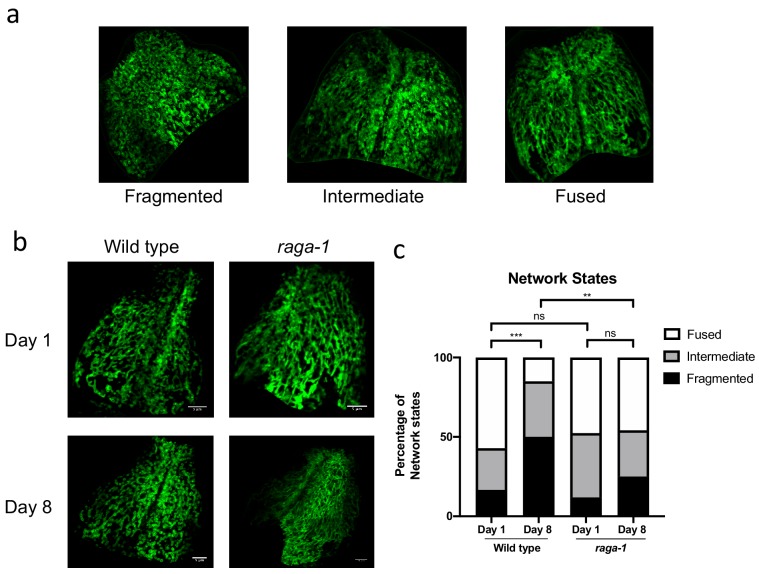
*raga-1* deletion prevents mitochondria fragmentation in intestine. (**a**) Mitochondrial architecture in the intestine can be categorized manually into fragmented, intermediate and fused network states. (**b**) Representative pictures showing that loss of *raga-1* preserves mitochondrial content during aging, while the mitochondrial morphology undergoes age related fragmentation in aged wild type animals. (**c**) Categorization of intestinal mitochondria in wild type and *raga-1* mutant animals with age. Based on the groups Fragmented, Intermediate and Fused, the blinded data sets were categorized individually and represented in the graphs as percentage of total population. Statistics on the data were derived from Chi-square test performed between Wt_day1 and Wt_day8, Wt_day1 and *raga-1*_day1, Wt_day8 and *raga-1*_day8 and *raga-1*_day1 and *raga-1*_day8. ns no significance, *<0.05, **<0.01, ***<0.001, between comparisons as indicated by bars. Age dependent changes in Mitochondrial network states was also derived by performing Chi-square test for trend between Wt_day1 and Wt_day8 and *raga-1*_day1 and *raga-1*_day8. Chi-square test for trend results: Wt_day1 vs Wt _day8; P value = <0.0001 (***); *raga-1*_day1 vs *raga-1* _day 8 = 0.3544 (ns). 10.7554/eLife.49158.029Figure 4—figure supplement 4—source data 1.Figure 4—figure supplement 4c Network states of intestinal mitochondria in *raga-1* mutants.

**Figure 4—figure supplement 5.**
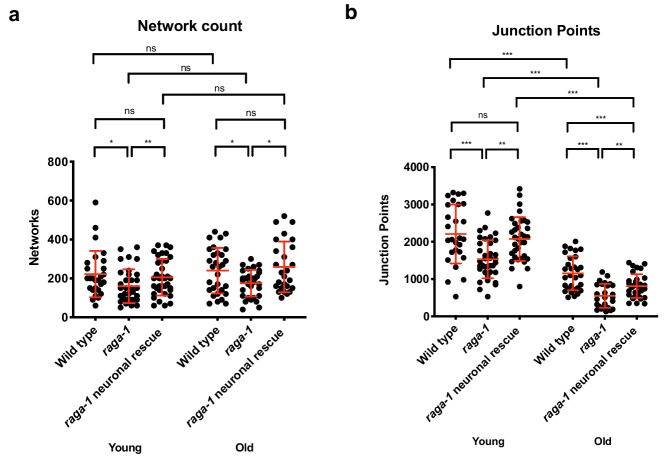
Neuronal *raga-1* expression alters muscle mitochondrial architecture. Quantification showing that neuronal *raga-1* rescue animals also have decreased network count (**a**) and number of junction points (**b**) indicating that the mitochondrial architecture in these animals are of lower complexity and exhibit decreased interconnectedness. Data are represented as mean ±S.D. P value: NS no significance, *<0.05, **<0.01, ***<0.001, between comparisons as indicated by bars. Statistical significance was determined by One-way ANOVA and Welch’s t test. 16–29 cells were quantified per genotype for each time point per replicate (n = 2 independent trials, 25–30 cells were imaged per genotype each time point per replicate). Source data are provided in Figure 4—source data 1.

**Figure 4—figure supplement 6.**
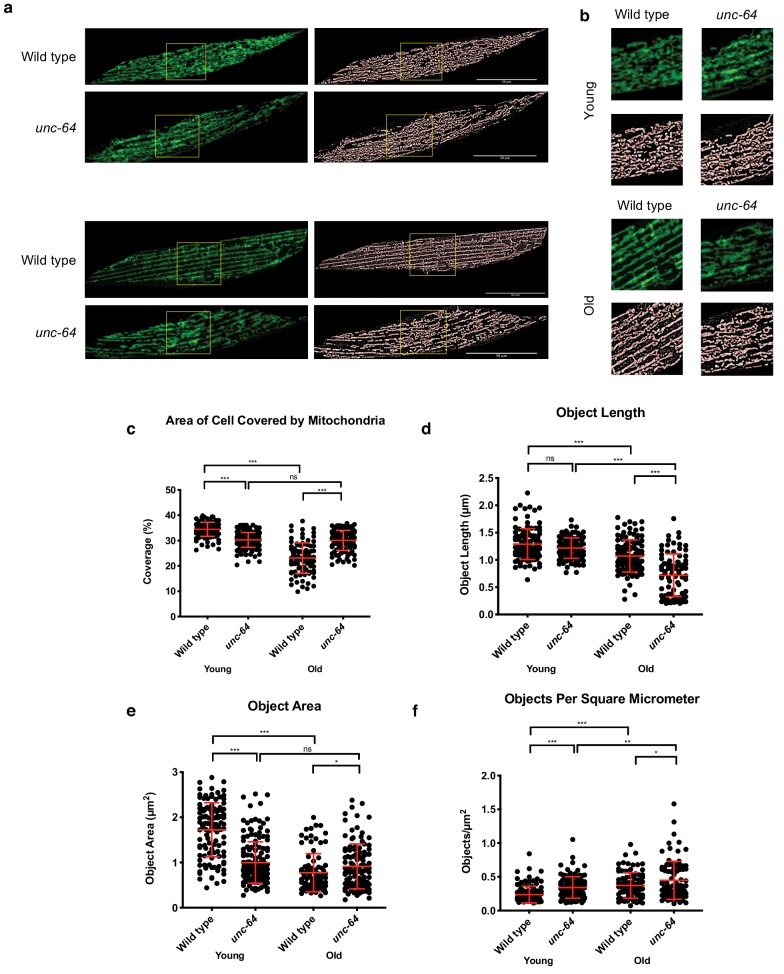
Effects of the *unc-64* hypomorphic allele on muscle mitochondria morphology. (**a**) Representative pictures showing that *unc-64(e246)* mutants preserve mitochondrial morphology during aging. The mitochondrial backbone (red) is overlaid on binary images. TOMM-20^aa1-49^::GFP reporter labels muscle mitochondria in young (day 2) and old (day 12) wild type and *unc-64(e246)* animals (n = 3 independent trials, 28–45 cells were imaged per genotype for each time point per replicate). Scale bar represents 50 μm. (**b**) zoomed insets from a (yellow boxes). (**c–f**) Quantification of mitochondrial (**c**) coverage, (**d**) length and (**e**) measure of object area and (**f**) object per square unit area from TOMM-20^aa1-49^::GFP reporter in young (day 2) and old (day 12) wild type and *unc-64(e246)* animals. Data are represented as mean ± SD. P value: NS no significance, *<0.05, **<0.01, ***<0.001, ****<0.0001 relative to controls. Statistical significance was determined by two-tail t-test (n = 3 independent trials,~40 cells were quantified per genotype for each time point per replicate). Source data are provided in Figure 4–figure supplement 6—source data 1. 10.7554/eLife.49158.030Figure 4—figure supplement 6—source data 1.Figure 4—figure supplement 6c-f Mitochondria network characteristics of muscle mitochondria in *unc-64* mutants.

To test whether mitochondria in peripheral tissues might be affected by signals generated by neuronal TORC1 activity cell nonautonomously, we examined mitochondrial morphology in body wall muscle in wild type, *raga-1* mutant and *raga-1* neuronal rescue animals (Figure 4a,b). Mitochondrial networks in wild type muscle cells showed decreased total coverage (measured by percentage of cell area covered by mitochondria) (Figure 4c) and size (measured by length and area of each mitochondria particle) with age (Figure 4d,e). Further suggesting an increase in fragmentation of mitochondria in WT muscle cells with age as seen previously (Weir et al., 2017), we saw an increased object number normalized to area (Figure 4f). Strikingly, loss of *raga-1* attenuates both the age-related decline in mitochondrial coverage and the increase in fragmentation (Figure 4c,d,e,f). Interestingly, the mitochondrial architecture in *raga-1* mutants contains fewer networks and junction points compared to WT at all ages tested, suggesting that mitochondria are longer but less interconnected (Figure 4—figure supplement 5). Next, we examined the impact of neuronal *raga-1* on mitochondria in muscle cells. *raga-1* neuronal rescue suppressed the effect of *raga-1* deletion on muscle mitochondria in both young and old animals, causing reduced coverage, decreased size and a higher degree of fragmentation (Figure 4c,d,e,f). Further, network counts in *raga-1* neuronal rescue animals are not significantly different to wild type in young or old animals (Figure 4—figure supplement 5). Together, these data suggest that loss of *raga-1* specifically in neurons can maintain youthful mitochondrial network states with age in non-neuronal tissues.

Next, we examined the effect of loss of UNC-64/syntaxin function, which de-represses the effects of neuronal TORC1 on longevity, on muscle mitochondria (Figure 4—figure supplement 6a,b). In young *unc-64* mutants, mitochondria coverage and area were decreased in muscle cells and the networks show a higher degree of fragmentation compared to wild type. However, in *unc-64* mutants, unlike for WT, neither mitochondrial coverage nor area show significant alterations with age (Figure 4—figure supplement 6c,d,e,f). Taken together, our data suggest that neuronal signaling driven by TORC1 can cell nonautonomously drive mitochondrial fragmentation in peripheral tissues.

### *raga-1* deletion specifically requires a fused mitochondrial network to promote longevity

We sought to determine whether the changes we observed in mitochondrial network state were causally associated with *raga-1* longevity. First, we asked whether *raga-1* mutant animals require a fused mitochondrial network to extend lifespan. We crossed the *raga-1(ok386)* mutants with animals carrying a null allele of *fzo-1*, which encodes a protein orthologous to mammalian mitofusins. *fzo-1(tm1133)* mutant animals are therefore defective in mitochondrial fusion and consequently have fragmented mitochondria (Breckenridge et al., 2008; Ichishita et al., 2008). *fzo-1(tm1133)* significantly suppresses the lifespan extension seen in *raga-1* mutants, which suggests that mitochondrial fusion is required for *raga-1* mediated longevity (Figure 5a). Mutations in *fzo-1* suppress the long lifespan both with and without the use of FUDR (Figure 5—figure supplement 1). Deleting the *C. elegans* dynamin-related protein 1 (DRP-1), which is required for mitochondrial fission, does not block *raga-1(ok386)* longevity (Figure 5b), indicating that *raga-1* longevity specifically requires mitochondria fusion. In addition to the previous data on the effects of neuronal CRTC-1, these data emphasize how AMPK and TORC1 modulate aging in *C. elegans* by distinct mechanisms: AMPK longevity requires both fusion and fission (Weir et al., 2017), while lifespan extension by in *raga-1* mutants specifically requires mitochondrial fusion.

**Figure 5.**
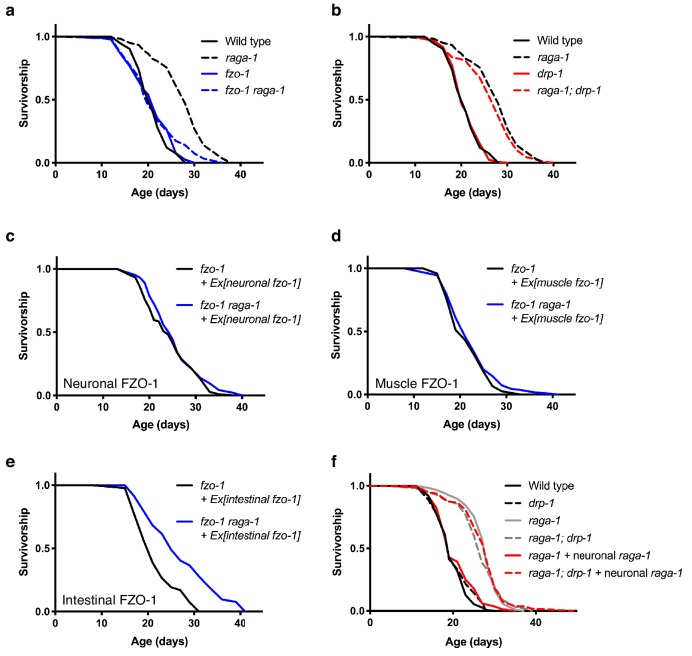
*raga-1* deletion requires a fused mitochondrial network to promote longevity. (**a**) *fzo-1(tm1133) raga-1(ok386)* double mutants, which are deficient in mitochondrial fusion, have significantly shortened lifespan compared to *raga-1(ok386)* single mutants (p<0.0001). However, *raga-1(ok386); drp-1(tm1108)* double mutants, which are deficient in mitochondrial fission, have similar lifespan compared to *raga-1(ok386)* single mutants (p=0.1420) (**b**). n = 4 independent biological replicates; sample size ranges between 71–128 deaths per treatment each replicate. Lifespan curves in a and b were generated in the same experiment but plotted separately for clarity, therefore wild type and *raga-1* control curves are shared by both. *P* values were calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**c**) When *fzo-1* is rescued in the *fzo-1(tm1133)* loss-of-function mutants using the neuronal-specific *rab-3* promoter, the lifespan extension by *raga-1* deletion is not fully restored (p=0.0428). n = 3 independent biological replicates; sample size ranges between 71–101 deaths per treatment each replicate. *P* values were calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**d**) When *fzo-1* is rescued in the *fzo-1(tm1133)* loss-of-function mutants using the muscle-specific *myo-3* promoter, the lifespan extension by *raga-1* deletion is not restored (p=0.2011). n = 3 independent biological replicates; sample size ranges between 77–95 deaths per treatment each replicate. *P* values were calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**e**) When *fzo-1* is rescued in the *fzo-1(tm1133)* loss-of-function mutants using the intestinal-specific *ges-1* promoter, the lifespan extension by *raga-1* deletion is fully restored (p<0.0001). n = 3 independent biological replicates; sample size ranges between 43–104 deaths per treatment each replicate. *P* values were calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6. (**f**) The *drp-1(tm1108)* deletion allele significantly extends lifespan in *raga-1* neuronal rescue background (p<0.0001), but not in wild type (p=0.3440) or *raga-1* mutant animals (p=0.4934). n = 4 independent biological replicates; sample size ranges between 78–120 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on strains and lifespan replicates can be found in Supplementary file 6.

**Figure 5—figure supplement 1.**
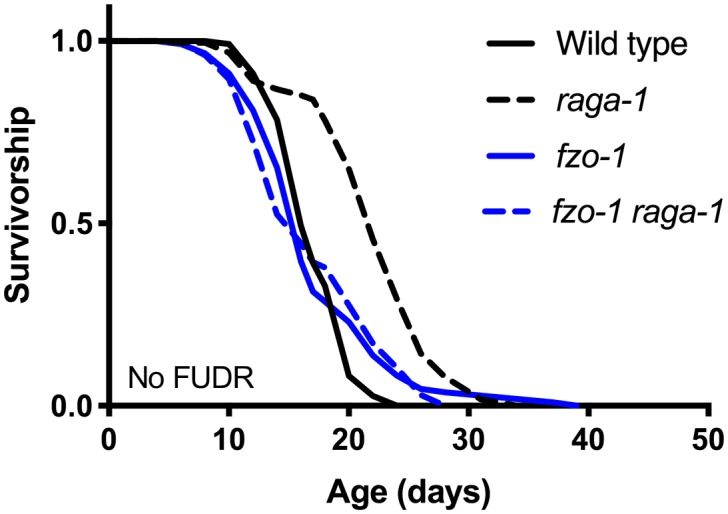
*fzo-1(tm1133)* suppresses extended lifespan of *raga-1(ok386)* without the use of FUDR. The lifespan of *fzo-1(tm1133) raga-1(ok386)* double mutant is not longer than control animals (p=0.8252). n = 2 independent biological replicates; sample sizes range between 109–153 deaths per treatment each replicate. *P* values are calculated with Log-rank (Mantel-Cox) test. Details on lifespan replicates are in Supplementary file 6.

We examined which tissues require fused mitochondrial networks to facilitate lifespan extension via *raga-1* deletion. We restored mitochondrial fusion specifically in neurons in *fzo-1(tm1133)* mutants via rescue of *fzo-1* cDNA with a pan-neuronal *rab-3* promoter. This neuronal rescue failed to restore lifespan extension by loss of *raga-1* (Figure 5c). Similarly, expression of *fzo-1* in muscles failed to restore lifespan extension (Figure 5d), suggesting that mitochondrial fusion in neither neurons nor muscle underpin lifespan extension by TORC1 suppression. In contrast however, restoring mitochondrial fusion in intestine by expressing *fzo-1* in the *fzo-1(tm1133)* mutants enabled *raga-1* deletion to significantly extend lifespan (Figure 5e). These data support the hypothesis that neuronal RAGA-1 activity modulates lifespan via cell nonautonomous regulation of mitochondrial dynamics in distal tissues.

### Neuronal RAGA-1 suppresses lifespan cell nonautonomously via mitochondrial fission

Finally, having shown that mitochondrial fusion is required for lifespan extension in *raga-1(ok386)* mutants, we tested whether neuronal rescue of *raga-1* suppresses lifespan via promoting peripheral mitochondrial fragmentation. We generated animals carrying three perturbations: null mutation in *raga-1,* rescue of *raga-1* in neurons, and null mutation of *drp-1*, which we reasoned would block the ability of neuronal TORC1 to induce mitochondrial fragmentation in peripheral tissues. Notably, driving mitochondrial fusion by *drp-1* fully restores longevity in neuronal *raga-1* rescue animals to that of single *raga-1* mutants (Figure 5f). These data suggest that indeed, neuronal TORC1 modulates lifespan via cell nonautonomous effects on mitochondrial dynamics. In summary, our results highlight a critical role of neuronal TORC1 activity on healthy aging, and suggest that lifespan extension by reduced TORC1 signaling requires a fused mitochondrial network which itself can be modulated via TORC1 activity in neurons.

## Discussion

Taken together, our data suggest that AMPK and TORC1 can coordinate in neurons to modulate systemic organismal aging cell nonautonomously. Although primarily AMPK is regarded as an upstream suppressor of TORC1, our data suggest that for aging, lifespan extension via suppression of TORC1 activates and requires functional AMPK in neurons. However, lifespan extension by TORC1 suppression and AMPK activation in *C elegans* differ in two key aspects. First, expression of CRTC-1^S76A, S179A^ in neurons completely suppresses AMPK longevity but has little effect on *raga-1* mutant lifespan. Second, whereas AMPK longevity requires both mitochondrial fusion and fission mechanisms to be functional (Weir et al., 2017), lifespan extension by *raga-1* deletion only requires mitochondrial fusion. Therefore, although both AMPK and TORC1 can modulate longevity and mitochondria dynamics cell nonautonomously in *C. elegans*, both the origin of those neuronal signals and the functional role mitochondria play in responding to them appear to differ.

Many of the described experiments used FUDR, a chemical inhibitor of thymidine synthesis, to block the production of progeny. While the actions of FUDR in postmitotic adult *C. elegans* are thought to act primarily in the germline to inhibit DNA replication in the dividing germ cells, there is also evidence that FUDR can act in somatic tissue and can lead to complex interactions with various genes and treatments in the regulation of lifespan (Anderson et al., 2016). As such, we chose a relatively small dose (40 μM) to use for our experiments, and importantly, verified key findings in lifespan experiments that did not use FUDR.

Beyond requiring LKB1/PAR-4, how TORC1 suppression activates AMPK in *C. elegans* remains unclear. S6K inhibits AMPK in mouse hypothalamus via S485 (or 491 depending on the isoform) (Dagon et al., 2012). Although our data suggest the conserved serine 551 residue is an inhibitory phosphorylation site in *C. elegans*, phosphorylation of AAK-2 S551 is not required for TORC1 mediated longevity. Several additional mechanisms have been recently identified that modulate AMPK activity, including an increasing number of post-translational modifications of the α subunit, expression levels of γ subunits and recruitment of LKB1 to lysosomal surface by the scaffold protein AXIN (Hardie, 2014; Tullet et al., 2014; Zhang et al., 2016). It remains to be tested whether these mechanisms are utilized by TORC1 to modulate AMPK in neurons, and whether they are relevant in the context of aging. Interestingly, *rsks-1* mutants require the creatine kinase, ARGK-1, which is primarily expressed in glial cells, to activate AMPK (McQuary et al., 2016). S6K1 has also been shown to inhibit AMPK in the hypothalamus in mice (Dagon et al., 2012). Together these data support a hypothesis that AMPK mediates TORC1 longevity in neurons.

While AMPK has been shown to act in neurons to promote longevity (Burkewitz et al., 2015; Ulgherait et al., 2014), one highlight of our study is that TORC1 itself has critical functions in neurons to modulate lifespan. It is especially striking that when TORC1 signaling is suppressed in all the major metabolically active tissues in *C. elegans* but active in neurons, animals are not long lived. *raga-1* or *rsks-1* neuronal rescued animals share non-aging related phenotypes with *raga-1* or *rsks-1* mutants, such as smaller body size, delayed development and reduced brood size (data not shown). These results suggest that neuronal TORC1 might modulate lifespan through a specific mechanism that is uncoupled from the broad effects of TORC1 on growth and anabolism, for example via its regulation of insulin-like or other neuropeptides that act systemically to regulate longevity. Understanding where and how RAGA-1 acts in the nervous system and whether suppressing TORC1 signaling only in neurons either genetically or pharmacologically is sufficient to promote healthy aging is now a key future goal.

Our data suggest that neuropeptide signals may act downstream of neuronal TORC1 to communicate with peripheral tissues. Indeed, we identified two insulin-like peptides, INS-6 and DAF-28, that are regulated by neuronal expression of *raga-1*. Both peptides have been shown to be regulated by food cues, and interestingly, when overexpressed are sufficient to suppress the long lifespan caused by loss of sensory signaling through the TAX-2/TAX-4 cyclic nucleotide gated channel (Artan et al., 2016). Whether these or other neuropeptides mediate the effects of neuronal TORC1 signaling on lifespan remains to be explored. With recent findings that neuropeptides influence aging in mammals (Riera et al., 2014), our study provides a critical starting point to investigate the identity and regulation of the neuropeptides and/or neurotransmitters that directly modulate TORC1 longevity.

Rapamycin suppresses TORC1 and alleviates a plethora of age-related pathologies and functional decline in mice, slowing age-related degenerative or neoplastic changes in liver, endometrium, heart and bone marrow (Chen et al., 2009; Flynn et al., 2013; Wilkinson et al., 2012). Moreover, short term rapamycin administration has significant anti-aging effects (Bitto et al., 2016). In addition, metformin, an anti-diabetic drug which both activates AMPK and inhibits TORC1 via AMPK-dependent and -independent mechanisms (Howell et al., 2017; Kalender et al., 2010), extends lifespan in nematodes and mice (Martin-Montalvo et al., 2013; Onken and Driscoll, 2010). The critical site of action for the anti-aging effects of rapamycin and metformin remain unknown. Our findings raise the exciting possibility that their effects on life- and healthspan could be mediated through their regulation of TORC1 and AMPK in the nervous system.

Finally, we identified mitochondria as the downstream ‘receivers’ of TORC1 mediated neuronal signals important to directly influence lifespan. Mitochondria are major organelles for energy and intermediate metabolite production, with critical roles in the aging process (López-Lluch, 2017). Our finding that *raga-1* mutant animals have hyperfused mitochondria is consistent with the in vitro mitochondrial hyperfusion induced by starvation or mTORC1 inhibition, which potentially allows more efficient ATP production and prevents healthy mitochondria from being degraded by mitophagy (Gomes et al., 2011). We further show that driving mitochondrial fission blocks the longevity of *raga-1* mutants, and driving fusion de-represses longevity in the presence of neuronal RAGA-1. Our results therefore unravel two critical aspects regarding the role of mitochondrial fusion in TORC1-mediated longevity: first, mitochondrial fission in peripheral tissues can be driven in a cell nonautonomous manner by neuronal RAGA-1; second, mitochondrial fusion is causally linked to *raga-1* longevity.

These and other recent work highlight how mitochondrial fission and fusion influence aging in a context-dependent manner: several longevity interventions require fusion (Chaudhari and Kipreos, 2017), while promoting fission can also extend lifespan in *Drosophila* (Rana et al., 2017), and dietary restriction and AMPK mediated longevity in *C. elegans* require both fusion and fission (Weir et al., 2017). Comparative analysis of the functional roles different mitochondrial network states play in AMPK and TORC1 longevity provide a unique opportunity to dissect out how mitochondrial networks might be modulated to promote healthy aging. Together, our data emphasize the role of TORC1 in the nervous system in modulating whole body metabolism and longevity. Further studies will help to elucidate the molecular identities of the neuronal signals and periphery receptors that underlie neuronal TORC1 activity to influence aging, and whether neuronal TORC1 might modulate aging in organisms beyond *C. elegans*.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain (*Caenorhabditis elegans*)	N2	Caenorhabditis Genetics Center	WB Cat# N2_(ancestral), RRID:WB-STRAIN:N2_(ancestral)	Laboratory reference strain
Strain (*C. elegans*)	VC222	Caenorhabditis Genetics Center	WB Cat# VC222, RRID:WB-STRAIN:VC222	Genotype:*raga-1(ok386) II.*
Strain (*C. elegans*)	RB754	Caenorhabditis Genetics Center	WB Cat# RB754, RRID:WB-STRAIN:RB754	Genotype: *aak-2(ok524) X.*
Strain (*C. elegans*)	WBM997	This study		Genotype: *aak-2(wbm20) X.*
Strain (*C. elegans*)	RB1206	Caenorhabditis Genetics Center	WB Cat# RB1206, RRID:WB-STRAIN:RB1206	Genotype: *rsks-1(ok1255) III.*
Strain (*C. elegans*)	WBM536	This study		Genotype: *wbmEx238[rab-3p::raga-1 cDNA::SL2::mCherry::unc-54 3'UTR]*
Strain (*C. elegans*)	WBM772	This study		Genotype: *wbmEx333 [rab-3p::rsks-1 cDNA::SL2::mCherry::unc-54 3'UTR]*
Strain (*C. elegans*)	WBM1167	This study		Genotype: wbmIs79[eft-3p::3XFLAG::raga-1::SL2::wrmScarlet::unc-54 3'UTR, *wbmIs67]
Strain (*C. elegans*)	WBM1168	This study		Genotype: wbmIs80[rab-3p::3XFLAG::raga-1::SL2::wrmScarlet::rab-3 3'UTR, *wbmIs68]
Strain (*C. elegans*)	WBM650	This study		Genotype: *wbmEx271 [ges-1p::raga-1 cDNA::SL2::mCherry::unc-54 3'UTR; rol-6 (su1006)]*
Strain (*C. elegans*)	WBM671	PMID:29107506		Genotype:*wbmEx289 [myo-3p::tomm20 aa1-49::GFP::unc54 3'UTR]*
Strain (*C. elegans*)	WBM955	This study		Genotype: *wbmEx373 [rab-3p::tomm-20 aa1-49::GFP::unc-54 3'UTR, rol-6]*
Strain (*C. elegans*)	WBM926	PMID:29107506		Genotype: *wbmEx367[ges-1p::tomm20 aa1-49::GFP::unc-54 3'UTR]*
Strain (*C. elegans*)	CU5991	Caenorhabditis Genetics Center	WB Cat# CU5991, RRID:WB-STRAIN:CU5991	Genotype: *fzo-1 (tm1133) II.*
Strain (*C. elegans*)	CU6372	Caenorhabditis Genetics Center	WB Cat# CU6372, RRID:WB-STRAIN:CU6372	Genotype: *drp-1(tm1108) IV.*
Strain (*C. elegans*)	WBM861	This study		Genotype: *fzo-1(tm1133) II; wbmEx335 [rab-3p:3xFLAG fzo-1 cDNA: unc54 3'UTR, myo-3p:mCherry]*
Strain (*C. elegans*)	WBM612	PMID:29107506		Genotype: *fzo-1 (tm1133) II; wbmEx258 [pHW11 (myo-3p::3xFLAG::fzo-1 cDNA::unc-54 3'UTR) + pRF4 (rol-6(SU1006))]*
Strain (*C. elegans*)	WBM639	PMID:29107506		Genotype: *fzo-1(tm1133) II; wbmEx276 [pHW18 (ges-1p::3xFLAG::fzo-1* *cDNA::unc54 3’UTR) +* *pRF4(rol-6(SU1006))]*
Antibody	Phospho-AMPKα (Thr172) antibody	Cell Signaling Technology	Cat# 2535, RRID:AB_331250	
Antibody	Beta actin antibody	Abcam	Cat# ab8226, RRID:AB_306371	
Software	MitoMAPR	This study		Source code provided as Source code 1
Commercial assay or kit	TruSeq Stranded mRNA LT - Set A kit	Illumina	RS-122–2101	

### Worm strains

Worms were grown at 20°C on nematode growth media (NGM) plates seeded with *E. coli* strain OP50-1(CGC) with standard techniques (Brenner, 1974). Information for all strains used is in Supplementary file 4.

### RNAi feeding

Feeding RNAi clones were obtained from the Ahringer or Vidal RNAi libraries and sequence-verified before using. To use, bacteria were grown overnight in LB broth with 100 μg/mL carbenicillin and 12.5 μg/mL tetracycline, seeded on NGM plates with 100 μg/mL carbenicillin (NG Carb) and allowed 48 hr to grow at room temperature. At least 4 hr before use, 0.1M IPTG solution with 100 μg/mL carbenicillin and 12.5 μg/mL tetracycline was added to the bacterial lawn to induce dsRNA expression.

### Lifespan experiments

All worms were kept fed for at least two generations on OP50-1 bacteria. Before the start of each lifespan experiment, gravid adult worms were bleached and eggs were fed HT115 bacteria until adulthood to either start the lifespan experiment or a timed egg lay to obtain synchronized populations. Day 1 of lifespan marks the onset of egg laying. In the cases where FUDR is used, plates were seeded with bacteria, allowed 24 hr to grow and 100 μl of 1 mg/mL FUDR solution was seeded on top of the bacteria lawn for each plate containing 10 mL NGM (for a final concentration of 40 μM). FUDR was allowed 24 hr to diffuse to the whole plate before plates were used. When combining FUDR with RNAi treatments, to overcome potential inhibition of FUDR on dsRNA expression in bacteria, plates were induced with IPTG solution 18 hr after seeding; FUDR was applied 24 hr after seeding; IPTG was applied again 4 hr before use.

### Western blots

More than 500 day one adults were used for each sample. Worms were collected in M9 buffer with 0.01% Tween-20 and washed three times in M9. Liquids were removed after centrifugation and samples were frozen in liquid nitrogen. For worm lysis, RIPA buffer containing protease inhibitors (Sigma, MI, USA #8340) and phosphatase inhibitors (Roche, Basel, Switzerland #4906845001) was added to each sample at the same volume as the worm pellet. Worms were lysed via sonication (Qsonica, CT, USA Q700). Protein concentration was measured using Pierce BCA protein assay kit (Thermo Fisher Scientific, MA, USA PI23227) following manufacturer’s instructions. To denature the proteins, 5X RSB was added and samples were heated to 95°C for 5 min. Samples containing 20–30 μg protein were loaded to 10% Tris-Glycine gels (Thermo Fisher Scientific #XP00100) for SDS-PAGE. Proteins were transferred to PVDF membranes (Thermo Fisher Scientific, #LC2005) and blocked with 5% BSA in TBST. Primary antibodies and dilutions are: phosphor-AMPK (Cell signaling, MA, USA #2535) 1:1000; beta actin (Abcam, Cambridge, UK #8226) 1:1000. Antibody signals were developed using ECL Western Blotting Detection Reagent (GE Healthcare, IL, USA Catalog number: 95038–560) and bands were quantified with Gel Doc system (Bio Rad) and Image Lab software (Version 4.1).

### Genotyping of deletion alleles

Worms were individually lysed in single worm lysis buffer and lysates were used as templates for PCR reactions with a combination of 2–3 primers that will produce bands of different sizes for wild type and mutant alleles. Primers and PCR conditions for each deletion allele are listed in Supplementary file 5.

### Generation of transgenes

To generate transgenic animals expressing *raga-1* in neurons, *raga-1* cDNA was PCR amplified and cloned using standard techniques into a plasmid where a 3X FLAG tag was added to the N terminus and a *gpd-2* SL2 sequence with mCherry ORF was added between *raga-1* stop codon and *unc-54* 3’UTR. *rab-3* promoter was subsequently PCR amplified and inserted. To express wild type and mutated forms of *aak-2,* both 3 kb promoter region before the *aak-2* gene and the 6.7 kb coding region were amplified from N2 genomic DNA and cloned into a plasmid, where a 3X FLAG tag and *unc-54* 3’UTR were added to the C terminus. Serine-to-alanine mutation was generated using QuikChange II XL Site-directed Mutagenesis Kit (Agilent Technologies, CA, USA 200522) following manufacturer’s instructions. Transgenic strains were generated via microinjection. Detailed information on strains used is in Supplementary file 4.

### Generation of single copy *raga-1* transgene knock-in strains

Strains WBM1167 N2, wbmIs79[eft-3p::3XFLAG::raga-1::SL2::wrmScarlet::unc-54 3'UTR, *wbmIs67] and WBM1168 N2, wbmIs80[rab-3p::3XFLAG::raga-1::SL2::wrmScarlet::rab-3 3'UTR, *wbmIs68] were generated by CRISPR according to Silva-García et al. (2019). Specifically, a homology repair template (HR) containing *raga-1::SL2* sequences was amplified from plasmid pYZ30 using primers

‘5’ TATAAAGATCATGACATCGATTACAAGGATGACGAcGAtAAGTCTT CAAAACGAAAAGTT’

and ‘

5’ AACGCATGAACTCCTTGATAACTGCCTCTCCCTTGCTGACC ATGATGCGTTGAAGCAGTT’,

followed by a second round of amplification using ‘5’ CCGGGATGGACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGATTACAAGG and ‘5’ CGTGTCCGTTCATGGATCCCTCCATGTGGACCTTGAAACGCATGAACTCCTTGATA’ to extend the HR arms. A CRISPR mix containing the raga-1::SL2 HR template, and a 3x flag 3’ crRNA [5’ TTACAAGGATGACGATGACA 3’] was prepared according to Paix et al. (2015); Silva-García et al. (2019) and injected into strains WBM1143 and WBM1144 (Silva-García et al., 2019). Resulting CRISPR edited alleles, *wbmIs79* and *wbmIs80*, were outcrossed 6 and 5 times to N2 respectively to generate strains WBM1167 and WBM1168. To introduce *wbmIs79* and *wbmIs80* single copy transgenes into a *raga-1* mutant background the strains were crossed into WBM499 (an outcrossed *raga-1(ok386)* allele) and genotyped for the presence of the transgene by the visible expression of *wrmScarlet*, and for presence of the *ok386* deletion by PCR, using primers 5’ TTCAAGTCCGAAACAGTCAATTCTC and 5’ GGAACTGAAGCGATCACACCGAC. *raga-1* rescue strains are WBM1169 raga-1 (ok386) II; wbmIs79[eft-3p::3XFLAG::raga-1::SL2::wrmScarlet::unc-54 3'UTR, *wbmIs67] and WBM1170 raga-1 (ok386) II; wbmIs80[rab-3p::3XFLAG::raga-1::SL2::wrmScarlet::rab-3 3'UTR, *wbmIs68].

### Determination of developmental rate

Strains were fed and passaged for multiple generations on NG Carb plates seeded with HT1115 bacteria. At the start of the experiment, adult hermaphrodites were allowed to lay eggs for ~2 hr, after which, 50 eggs from each strain were picked to each of 2 new plates (100 eggs total) and left to develop at 20°C for 72–73 hr. The developmental stage was scored by eye under a light microscope on the basis of larval and adult stage specific hallmarks.

### Comparison of body size

Strains were fed and passaged for multiple generations on NG Carb plates seeded with HT1115 bacteria. To synchronize animals, L4-staged larvae were picked to a new plate and aged for two days at 20°C. Day two adult animals were picked to a new plate and anaesthetized in a drop of 0.4 mg/mL tetramisole for ~15 mins. Once the animals stopped moving, they were aligned into groups according to genotype, and imaged with an Axiocam camera on a Zeiss Discovery V8 dissection microscope.

### Microscopy

Worms of desired stage/age were anesthetized in 0.5 mg/mL tetramisole (Sigma, T1512) diluted in M9 and mounted to 2% agarose pads. For imaging of the mitochondrial TOMM-20 reporter in the muscle, images were taken using a Zeiss Imager.M2 microscope. Apotome optical sectioning was used to acquire fluorescence and one picture with best focus was chosen for each worm for quantification (as described in Weir et al., 2017). For imaging of mitochondria in neurons and in intestine, images were taken in the Sabri Ulker imaging lab using a Yokogawa CSU-X1 spinning disk confocal system (Andor Technology, South Windsor, CT, USA) combined with a Nikon Ti-E inverted microscope (Nikon Instruments, Melville, NY, USA). Images were taken using a 100x/1.45 oil Plan Apo objective lens, Zyla cMOS (Zyla 4.2 Plus USB3) camera and 488 nm Laser for GFP. Optical slice thickness was 0.2 µm. NIS elements software was used for acquisition parameters, shutters, filter positions and focus control. For images shown of the intestine, images were taken as a z stack and each plane was then threaded together by concatenation of the stack. These concatenated stacks were then rendered into 3d by the 3d viewer function of FIJI.

### *C. elegans* mitochondrial analysis using MitoMAPR

The images were analysed using a novel macro called MitoMAPR (Source code 1) in ImageJ or FIJI (Schindelin et al., 2012). Briefly, worm muscle cells and neurons were selected as ROIs, processed and filtered using the CLAHE plugin (Zuiderveld, 1994) with median filter and unsharp mask to increase the local contrast and particle distinctiveness. The ROI is then converted to a binary image to generate a 2D skeleton using the Skeletonize3D plugin (Lee et al., 1994). This skeleton image is then dissected using the AnalyzeSkeleton function (Arganda-Carreras et al., 2010) in FIJI to generate Tagged and Labelled skeletons. Labelled skeletons allow the program to count distinct mitochondrial objects while the tagged skeleton provides information about junction points, branch counts and other pre-configured attributes. MitoMAPR uses the values obtained from the AnalyzeSkeleton function to quantify previously defined aspects of the mitochondrial network (Koopman et al., 2006). The workflow of the macro is illustrated in Figure 4—figure supplement 1. Analysis was performed in batch mode using the MitoMAPR_Batch (Source code 1, part B) while keeping all the parameters constant. While the user is required to select a region of interest (ROI) in case of images processed singly, MitoMAPR_Batch imports the saved ROIs generated while cropping the images for cells. A separate macro called CropR (Source code file 1, part C) was written to select and crop large data sets in batch mode. The cropped dataset is then used as a batch input for MitoMAPR_Batch. The codes for the macros can be found as supplementary notes.

The attributes used here to describe alterations in the mitochondrial architecture are listed in Supplementary file 7. Additionally, to determine the complexity of the mitochondrial network, we focused on the Network and Junction Point attribute. As illustrated in Figure 4—figure supplement 2, greater number of junction points in individual mitochondrial networks point towards higher complexity. The output data is kept as an array in a. CSV file that lists the values of all the above-mentioned attributes.

### RNA seq sample collection, RNA extraction and library preparation

Worms were bleached to HT115 bacteria carrying L4440 vector. Synchronized populations were obtained via timed egg lay. four biological replicate samples were collected for each genotype. For each sample, an independent egg lay was performed and 1000 mid-L4 stage progeny were harvested. For the *raga-1, rab-3p::raga-1::SL2::mCherry* strain, only worms carrying the transgene were picked out to a new NGM plate using a fluorescent dissecting microscope for subsequent collection. For N2 and *raga-1* mutant animals, worms were directly washed off the plates. M9 buffer with 0.01% Tween-20 were used to wash worms off the plates. Samples were centrifuged at 2,500 rpm to pellet the worms and washed three times with M9 buffer to remove bacteria. QIAzol lysis reagent (Qiagen, Venlo, Netherlands, #79306) was added to each sample before snap-freezing in liquid nitrogen. All samples were stored in −80°C freezer until RNA extraction.

To break the worm cuticle and improve RNA yield, all samples underwent five freeze-thaw cycles. In each cycle, samples were thawed at 37 ºC and then snap-frozen in liquid nitrogen. RNA extraction was performed immediately using QIAGEN RNeasy Mini Kit (QIAGEN, #74104) following manufacturer’s instructions. RNA quality was confirmed using Agilent Bioanalyzer 2100 (Agilent Technologies). All samples passed the quality control standard of RIN > 8.0. mRNA libraries were prepared using TruSeq Stranded mRNA LT - Set A kit (Illumina, CA, USA RS-122–2101) following manufacturer’s instructions and linked to different adaptors to enable pooling. Library quality was checked using 2200 High Sensitivity D1000 Tape Station (Agilent Technologies). Libraries were pooled and sequenced with Illumina HiSeq 2500 using 50-cycle, pair-end settings.

### RNA seq gene expression and functional analysis

#### Read processing and quantification

All samples were processed using an RNA-seq pipeline implemented in the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org/en/latest/). Raw reads were examined for quality issues using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure library generation and sequencing data were suitable for further analysis. Reads were aligned to the Ensembl94 build of the *C. elegans* genome using STAR (Dobin et al., 2013). Quality of alignments was assessed by checking for evenness of coverage, rRNA content, genomic context of alignments, complexity and other quality checks. Expression quantification was performed with Salmon (Patro et al., 2017) to identify transcript-level abundance estimates and then collapsed down to the gene-level using the R Bioconductor package tximport (Soneson et al., 2015).

Principal components analysis (PCA) and hierarchical clustering methods validated clustering of samples from the same sample group. 

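On log2 CPM with a prior count of 2 over the genes past the filter, the first principal component held 36.6% of the variance and the second 31.6%. The Euclidean distance between samples was 80.7 ± 25.9 within wild type, 46.0 ± 5.52 within the mutant and 43.6 ± 2.52 within rescue (mean ± SD over 6 sample pairs each). Between groups the mean distance was 84.3 for wild type and mutant, 92.3 for wild type and rescue, and 58.6 for mutant and rescue. The nearest sample to each of the 12 was of its own group. The mean distance between groups exceeded that within groups by 21.6, more than in any of the other divisions of the samples into 3 groups of 4 (exact one-sided permutation test over 5775 divisions, p = 0.000173, the smallest they can give). Complete-linkage clustering divided into 3 put wild type replicates 1 and 3 in a cluster, wild type replicates 2 and 4 in another, and all 8 mutant and rescue samples in the remaining one.

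**Figure D3:**
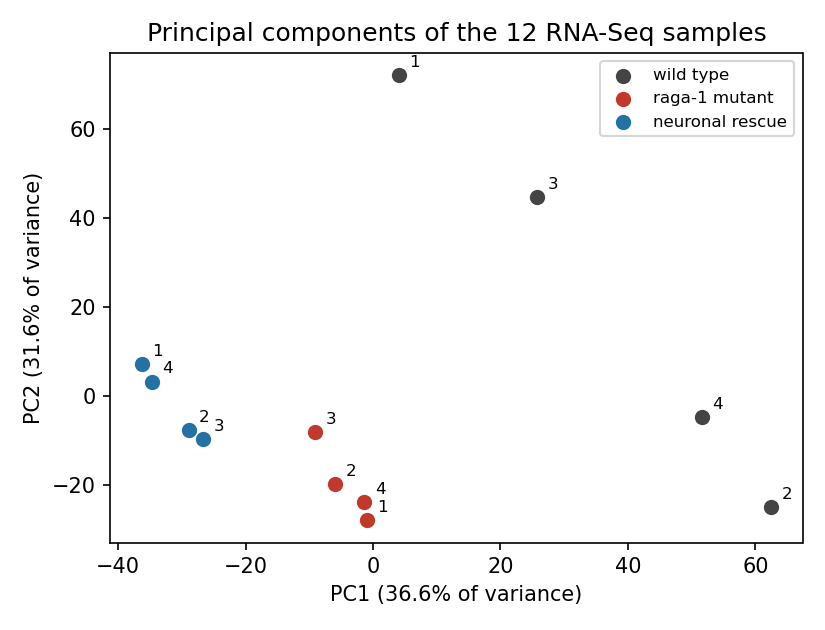
Each point is 1 of the 12 samples, numbered by replicate, at its first (x axis) and second (y axis) principal component in log2 CPM units. The wild type samples are spread more widely than the mutant and rescue samples.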

Differential expression was performed at the gene level using the R Bioconductor package DESeq2 (Love et al., 2014). Differentially expressed genes were identified using the Likelihood Ratio Test (LRT) and significant genes were obtained using an FDR threshold of 0.01. Significant genes were separated into clusters based on similar expression profiles across the defined sample groups. Gene lists for each cluster was used as input to the R Bioconductor package clusterProfiler (Yu et al., 2012) to perform an over-representation analysis of Gene Ontology (GO) biological process terms. A secondary pairwise analysis was also performed for all pairs of sample groups using the Wald test.

### Quantitative real-time PCR

RNA was isolated from ~200 L4 staged (for validation of RNASeq in independent samples) or Day one adult (determination of *raga-1* and *ins-6* expression in adults) *C. elegans* samples using method described above. cDNA was synthesized from 30 μg of RNA with SuperScript VILO Master Mix (ThermoFisher Scientific, 11755050) following manufacturer’s instructions. 5 ng cDNA was used as template for each RT-PCR reaction. 2 or three independent biological replicates were used for each genotype/condition and always run in parallel with Taqman control probe to invariant control gene Y45F10D.4 (Ce02467253_g1) (Heintz et al., 2017), for normalization on a 96 well plate. RT-PCR was performed on the StepOne Plus qPCR Machine (Life Technologies, MA, USA) using Taqman Universal Master Mix II (Life Technologies, 4440040). Taqman probes used to target each gene of interest are as follows: Ce02445578_g1 (C28A5.2), Ce02484227_g1 (F35E12.5 (*irg-5*)), Ce02421566_m1 (Y39G10AR.6 (*ugt-31*)), Ce02488119_g1 (K10G4.5), Ce02433249_g1 (ZK84.6 (*ins-6*)), Ce02489787_g1 (Y116F11B.1 (*daf-28*)) and Ce02439068_g1 (*raga-1)*. Relative expression levels were calculated using ΔΔCt method.

### Statistics and reproducibility

Statistical methods are indicated in the figure legends. Statistical tests were performed using Graphpad Prism versions 7.0b and 8.0 for Mac. No animals or samples were excluded from the analyses. For lifespan analyses, *p* values were calculated using Log-rank (Mantel-Cox) test. Data from all lifespan experiments are included in Supplementary file 6 without excluding any lifespan replicates. For qPCR, statistical significance was determined by two-tailed *t-test* unless otherwise indicated. Data are presented as mean ± s.e.m. P value: NS no significance, *<0.05, **<0.01, ***<0.001, ****<0.0001 relative to controls.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE132794. The following dataset was generated: ZhangYMairW2019RNA seq of raga-1 neuronal rescue C. elegansNCBI Gene Expression OmnibusGSE132794

## References

[bib1] Albert V, Hall MN (2015). mTOR signaling in cellular and organismal energetics. Current Opinion in Cell Biology.

[bib2] Albert PS, Riddle DL (1988). Mutants of Caenorhabditis elegans that form dauer-like larvae. Developmental Biology.

[bib3] Anderson EN, Corkins ME, Li JC, Singh K, Parsons S, Tucey TM, Sorkaç A, Huang H, Dimitriadi M, Sinclair DA, Hart AC (2016). *C. elegans* lifespan extension by osmotic stress requires FUdR, base excision repair, FOXO, and sirtuins. Mechanisms of Ageing and Development.

[bib4] Apfeld J, O'Connor G, McDonagh T, DiStefano PS, Curtis R (2004). The AMP-activated protein kinase AAK-2 links energy levels and insulin-like signals to lifespan in *C. elegans*. Genes & Development.

[bib5] Arganda-Carreras I, Fernández-González R, Muñoz-Barrutia A, Ortiz-De-Solorzano C (2010). 3d reconstruction of histological sections: application to mammary gland tissue. Microscopy Research and Technique.

[bib6] Artan M, Jeong DE, Lee D, Kim YI, Son HG, Husain Z, Kim J, Altintas O, Kim K, Alcedo J, Lee SJ (2016). Food-derived sensory cues modulate longevity via distinct neuroendocrine insulin-like peptides. Genes & Development.

[bib7] Bitto A, Ito TK, Pineda VV, LeTexier NJ, Huang HZ, Sutlief E, Tung H, Vizzini N, Chen B, Smith K, Meza D, Yajima M, Beyer RP, Kerr KF, Davis DJ, Gillespie CH, Snyder JM, Treuting PM, Kaeberlein M (2016). Transient rapamycin treatment can increase lifespan and healthspan in middle-aged mice. eLife.

[bib8] Breckenridge DG, Kang BH, Kokel D, Mitani S, Staehelin LA, Xue D (2008). Caenorhabditis elegans drp-1 and fis-2 regulate distinct cell-death execution pathways downstream of ced-3 and independent of ced-9. Molecular Cell.

[bib9] Brenner S (1974). The genetics of Caenorhabditis elegans. Genetics.

[bib10] Burkewitz K, Zhang Y, Mair WB (2014). AMPK at the nexus of energetics and aging. Cell Metabolism.

[bib11] Burkewitz K, Morantte I, Weir HJM, Yeo R, Zhang Y, Huynh FK, Ilkayeva OR, Hirschey MD, Grant AR, Mair WB (2015). Neuronal CRTC-1 governs systemic mitochondrial metabolism and lifespan via a catecholamine signal. Cell.

[bib12] Chaudhari SN, Kipreos ET (2017). Increased mitochondrial fusion allows the survival of older animals in diverse *C. elegans* longevity pathways. Nature Communications.

[bib13] Chen C, Liu Y, Liu Y, Zheng P (2009). mTOR regulation and therapeutic rejuvenation of aging hematopoietic stem cells. Science Signaling.

[bib14] Dagon Y, Hur E, Zheng B, Wellenstein K, Cantley LC, Kahn BB (2012). p70S6 kinase phosphorylates AMPK on serine 491 to mediate leptin's effect on food intake. Cell Metabolism.

[bib15] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib16] Escoubas CC, Silva-García CG, Mair WB (2017). Deregulation of CRTCs in aging and Age-Related disease risk. Trends in Genetics.

[bib17] Flynn JM, O'Leary MN, Zambataro CA, Academia EC, Presley MP, Garrett BJ, Zykovich A, Mooney SD, Strong R, Rosen CJ, Kapahi P, Nelson MD, Kennedy BK, Melov S (2013). Late-life rapamycin treatment reverses age-related heart dysfunction. Aging Cell.

[bib18] Fontana L, Partridge L, Longo VD (2010). Extending healthy life span--from yeast to humans. Science.

[bib19] Fontana L, Partridge L (2015). Promoting health and longevity through diet: from model organisms to humans. Cell.

[bib20] Gomes LC, Di Benedetto G, Scorrano L (2011). During autophagy mitochondria elongate, are spared from degradation and sustain cell viability. Nature Cell Biology.

[bib21] Greer EL, Dowlatshahi D, Banko MR, Villen J, Hoang K, Blanchard D, Gygi SP, Brunet A (2007). An AMPK-FOXO pathway mediates longevity induced by a novel method of dietary restriction in *C. elegans*. Current Biology.

[bib22] Greer EL, Brunet A (2009). Different dietary restriction regimens extend lifespan by both independent and overlapping genetic pathways in *C. elegans*. Aging Cell.

[bib23] Gwinn DM, Shackelford DB, Egan DF, Mihaylova MM, Mery A, Vasquez DS, Turk BE, Shaw RJ (2008). AMPK phosphorylation of raptor mediates a metabolic checkpoint. Molecular Cell.

[bib24] Hardie DG, Ross FA, Hawley SA (2012). AMPK: a nutrient and energy sensor that maintains energy homeostasis. Nature Reviews Molecular Cell Biology.

[bib25] Hardie DG (2014). AMPK--sensing energy while talking to other signaling pathways. Cell Metabolism.

[bib26] Heintz C, Doktor TK, Lanjuin A, Escoubas C, Zhang Y, Weir HJ, Dutta S, Silva-García CG, Bruun GH, Morantte I, Hoxhaj G, Manning BD, Andresen BS, Mair WB (2017). Splicing factor 1 modulates dietary restriction and TORC1 pathway longevity in *C. elegans*. Nature.

[bib27] Honjoh S, Yamamoto T, Uno M, Nishida E (2009). Signalling through RHEB-1 mediates intermittent fasting-induced longevity in *C. elegans*. Nature.

[bib28] Howell JJ, Hellberg K, Turner M, Talbott G, Kolar MJ, Ross DS, Hoxhaj G, Saghatelian A, Shaw RJ, Manning BD (2017). Metformin inhibits hepatic mTORC1 signaling via Dose-Dependent mechanisms involving AMPK and the TSC complex. Cell Metabolism.

[bib29] Ichishita R, Tanaka K, Sugiura Y, Sayano T, Mihara K, Oka T (2008). An RNAi screen for mitochondrial proteins required to maintain the morphology of the organelle in Caenorhabditis elegans. The Journal of Biochemistry.

[bib30] Inoki K, Zhu T, Guan KL (2003). TSC2 mediates cellular energy response to control cell growth and survival. Cell.

[bib31] Kalender A, Selvaraj A, Kim SY, Gulati P, Brûlé S, Viollet B, Kemp BE, Bardeesy N, Dennis P, Schlager JJ, Marette A, Kozma SC, Thomas G (2010). Metformin, independent of AMPK, inhibits mTORC1 in a rag GTPase-dependent manner. Cell Metabolism.

[bib32] Kennedy BK, Lamming DW (2016). The mechanistic target of rapamycin: the grand ConducTOR of metabolism and aging. Cell Metabolism.

[bib33] Koopman WJH, Visch H-J, Smeitink JAM, Willems PHGM (2006). Simultaneous quantitative measurement and automated analysis of mitochondrial morphology, mass, potential, and motility in living human skin fibroblasts. Cytometry Part A.

[bib34] Lee TC, Kashyap RL, Chu CN (1994). Building skeleton models via 3-D medial surface Axis thinning algorithms. CVGIP: Graphical Models and Image Processing.

[bib35] Li C (2008). Neuropeptides. WormBook.

[bib36] Long X, Spycher C, Han ZS, Rose AM, Müller F, Avruch J (2002). TOR deficiency in *C. elegans* causes developmental arrest and intestinal atrophy by inhibition of mRNA translation. Current Biology.

[bib37] López-Lluch G (2017). Mitochondrial activity and dynamics changes regarding metabolism in ageing and obesity. Mechanisms of Ageing and Development.

[bib38] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib39] Mair W, Panowski SH, Shaw RJ, Dillin A (2009). Optimizing dietary restriction for genetic epistasis analysis and gene discovery in *C. elegans*. PLOS ONE.

[bib40] Mair W, Morantte I, Rodrigues AP, Manning G, Montminy M, Shaw RJ, Dillin A (2011). Lifespan extension induced by AMPK and calcineurin is mediated by CRTC-1 and CREB. Nature.

[bib41] Martin-Montalvo A, Mercken EM, Mitchell SJ, Palacios HH, Mote PL, Scheibye-Knudsen M, Gomes AP, Ward TM, Minor RK, Blouin MJ, Schwab M, Pollak M, Zhang Y, Yu Y, Becker KG, Bohr VA, Ingram DK, Sinclair DA, Wolf NS, Spindler SR, Bernier M, de Cabo R (2013). Metformin improves healthspan and lifespan in mice. Nature Communications.

[bib42] McQuary PR, Liao CY, Chang JT, Kumsta C, She X, Davis A, Chu CC, Gelino S, Gomez-Amaro RL, Petrascheck M, Brill LM, Ladiges WC, Kennedy BK, Hansen M (2016). *C. elegans* S6K mutants require a Creatine-Kinase-like effector for lifespan extension. Cell Reports.

[bib43] Morton DG, Roos JM, Kemphues KJ (1992). par-4, a gene required for cytoplasmic localization and determination of specific cell types in Caenorhabditis elegans embryogenesis. Genetics.

[bib44] Onken B, Driscoll M (2010). Metformin induces a dietary restriction-like state and the oxidative stress response to extend *C. elegans* healthspan via AMPK, LKB1, and SKN-1. PLOS ONE.

[bib45] Paix A, Folkmann A, Rasoloson D, Seydoux G (2015). High efficiency, Homology-Directed genome editing in Caenorhabditis elegans using CRISPR-Cas9 ribonucleoprotein complexes. Genetics.

[bib46] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nature Methods.

[bib47] Rana A, Oliveira MP, Khamoui AV, Aparicio R, Rera M, Rossiter HB, Walker DW (2017). Promoting Drp1-mediated mitochondrial fission in midlife prolongs healthy lifespan of Drosophila Melanogaster. Nature Communications.

[bib48] Riera CE, Huising MO, Follett P, Leblanc M, Halloran J, Van Andel R, de Magalhaes Filho CD, Merkwirth C, Dillin A (2014). TRPV1 pain receptors regulate longevity and metabolism by neuropeptide signaling. Cell.

[bib49] Saxton RA, Sabatini DM (2017). mTOR signaling in growth, metabolism, and disease. Cell.

[bib50] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez JY, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012). Fiji: an open-source platform for biological-image analysis. Nature Methods.

[bib51] Schreiber MA, Pierce-Shimomura JT, Chan S, Parry D, McIntire SL (2010). Manipulation of behavioral decline in Caenorhabditis elegans with the rag GTPase raga-1. PLOS Genetics.

[bib52] Selman C, Tullet JMA, Wieser D, Irvine E, Lingard SJ, Choudhury AI, Claret M, Al-Qassab H, Carmignac D, Ramadani F, Woods A, Robinson ICA, Schuster E, Batterham RL, Kozma SC, Thomas G, Carling D, Okkenhaug K, Thornton JM, Partridge L, Gems D, Withers DJ (2009). Ribosomal protein S6 kinase 1 signaling regulates mammalian life span. Science.

[bib53] Silva-García CG, Lanjuin A, Heintz C, Dutta S, Clark NM, Mair WB (2019). Single-Copy Knock-In loci for defined gene expression in *Caenorhabditis elegans*. G3: Genes|Genomes|Genetics.

[bib54] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Research.

[bib55] Stenesen D, Suh JM, Seo J, Yu K, Lee KS, Kim JS, Min KJ, Graff JM (2013). Adenosine nucleotide biosynthesis and AMPK regulate adult life span and mediate the longevity benefit of caloric restriction in flies. Cell Metabolism.

[bib56] The *C. elegans* Deletion Mutant Consortium (2012). Large-Scale screening for targeted knockouts in the *Caenorhabditis elegans* genome. G3: Genes|Genomes|Genetics.

[bib57] Tsou P, Zheng B, Hsu CH, Sasaki AT, Cantley LC (2011). A fluorescent reporter of AMPK activity and cellular energy stress. Cell Metabolism.

[bib58] Tullet JM, Araiz C, Sanders MJ, Au C, Benedetto A, Papatheodorou I, Clark E, Schmeisser K, Jones D, Schuster EF, Thornton JM, Gems D (2014). DAF-16/FoxO directly regulates an atypical AMP-activated protein kinase gamma isoform to mediate the effects of insulin/IGF-1 signaling on aging in Caenorhabditis elegans. PLOS Genetics.

[bib59] Ulgherait M, Rana A, Rera M, Graniel J, Walker DW (2014). AMPK modulates tissue and organismal aging in a non-cell-autonomous manner. Cell Reports.

[bib60] Wai T, Langer T (2016). Mitochondrial Dynamics and Metabolic Regulation. Trends in Endocrinology & Metabolism.

[bib61] Weir HJ, Yao P, Huynh FK, Escoubas CC, Goncalves RL, Burkewitz K, Laboy R, Hirschey MD, Mair WB (2017). Dietary restriction and AMPK increase lifespan via mitochondrial network and peroxisome remodeling. Cell Metabolism.

[bib62] Wilkinson JE, Burmeister L, Brooks SV, Chan CC, Friedline S, Harrison DE, Hejtmancik JF, Nadon N, Strong R, Wood LK, Woodward MA, Miller RA (2012). Rapamycin slows aging in mice. Aging Cell.

[bib63] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS: A Journal of Integrative Biology.

[bib64] Zhang CS, Li M, Ma T, Zong Y, Cui J, Feng JW, Wu YQ, Lin SY, Lin SC (2016). Metformin activates AMPK through the lysosomal pathway. Cell Metabolism.

[bib65] Zhou KM, Dong YM, Ge Q, Zhu D, Zhou W, Lin XG, Liang T, Wu ZX, Xu T (2007). PKA activation bypasses the requirement for UNC-31 in the docking of dense core vesicles from *C. elegans* neurons. Neuron.

[bib66] Zuiderveld K, Heckbert P (1994). Contrast limited adaptive histogram equalization. Graphics Gems.

# Supplementary material for: Neuronal TORC1 modulates longevity via AMPK and cell nonautonomous regulation of mitochondrial dynamics in C. elegans
**Source:** eLife. 2019 Aug 14;8:e49158. doi: 10.7554/eLife.49158
**Supplement:** Source code 1.

A.) .IJM code for MitoMAPR-1.0var SampleIdARRAY = newArray();var ObjectsARRAY = newArray();var JunctionsArray = newArray();var JunctionsPerNetworkArray = newArray();var NetworksARRAY = newArray();var ObjectLengthARRAY = newArray()var mitoAreaARRAY = newArray();var MitoPartAreaArray = newArray();var CoverageArray = newArray();var CellAreaArray = newArray();open();imgName=getTitle();run("8-bit");  waitForUser ("make a selection");  run("Clear Outside");  selectWindow(imgName);         rename("ROI.tif");         selectWindow("ROI.tif");         run("Save");         // MitoMAPR-------------------------------------------------------------------    macro "MitoMAPR-1.0" {         	    if (nImages == 0) {		showMessage("No images are open.");		exit();	}	    run("Duplicate...", "title=TheOne");	selectWindow("TheOne");	run("Grays");	getDimensions(width, height, channels, slices, frames);	getPixelSize(unit, pixelWidth, pixelHeight);run("Enhance Local Contrast (CLAHE)", "blocksize=127 histogram=256 maximum=3 mask=*None*");run("Unsharp Mask...", "radius=2 mask=0.60");run("Median...", "radius=2");	run("Duplicate...", "title=Skeletor");	selectWindow("Skeletor");	run("32-bit");	run("Make Binary");	run("8-bit");getStatistics(area, Mean, min, max);	mitoArea = pow(pixelWidth, 2.0) * parseFloat(width) * parseFloat(height) * (Mean / parseFloat(max)) ;	run("Restore Selection");	getStatistics(area);	TotalCellArea=area;    MitoCoverage = ((mitoArea/TotalCellArea)*100);	run("Skeletonize");	run("Red");	selectWindow("TheOne");	run("Add Image...", "image=Skeletor x=0 y=0 opacity=100 zero");	size = toString(round(0.25*parseFloat(width)*parseFloat(pixelWidth)));	run("Scale Bar...", "width=" + size + " height=4 font=14 color=White background=Black location=[Lower Right] bold overlay");				selectWindow("Skeletor");		run("Analyze Skeleton (2D/3D)", "prune=none show display");		selectWindow("Tagged skeleton");        saveAs("Tagged skeletor.tif");        selectWindow("Skeletor-labeled-skeletons");        saveAs("labeled skeletor.tif");		close("Tagged skeleton");		close("Skeletor");		close("Skeletor-labeled-skeletons");		selectWindow("TheOne");saveAs("TheOne.tif");close("TheOne");		selectWindow("Results"); rows = nResults;		ObjectCounts = newArray(rows);		for (i=0; i<rows; i++) {			ObjectCounts[i] = getResult("# Branches", i);		}		JunctionCounts = newArray(rows);		for (i=0; i<rows; i++){			JunctionCounts[i] = getResult("# Junctions", i);		}		selectWindow("Results"); run("Close");		IJ.renameResults("Branch information", "Results");		selectWindow("Results"); rows = nResults;		ObjectLengths = newArray(rows);		for (i=0; i<rows; i++) {			ObjectLengths[i] = getResult("Branch length", i);		}		run("Close");						Objects = (parseFloat(CountForMe(ObjectCounts)))*10;		Networks = (parseFloat(countNetworksForMe(ObjectCounts)))*10;		JunctionPoints = (AddForMe(JunctionCounts))*10;		JunctionsPerNetwork = round(JunctionPoints/Networks);        MitoPartArea = mitoArea/Objects;		ObjectLength = BeMeanForMe(ObjectLengths);Maths = newArray(  "Objects(OC)",				   "ObjectLength(OL)",				   "Networks(N)",				   "JunctionPoints(JP)",			       "JunctionsPerNetwork(JP/N)",			       "MitochondrialFootprint(MF",			       "ObjectArea(OA)",			       "MitoCoverage(MC)",			       "TotalCellArea(TCA)");			     Numbers = newArray(Objects,                   ObjectLength,				   Networks,				   JunctionPoints,				   JunctionsPerNetwork,				   mitoArea,				   MitoPartArea,				   MitoCoverage,				   TotalCellArea);Units = newArray("Counts",                  unit,                 "Counts",                 "Counts",			     "Counts",			      unit+" squared",			      unit+" squared",			      "Percent",			      unit+" squared");Array.show("Data", Maths, Numbers, Units);selectWindow("Data");saveAs("Data.txt");selectWindow("Data.csv"); if (isOpen("Data.csv")) {       selectWindow("Data.csv");       run("Close");       run("Close All"); }}//Do Maths for Mefunction CountForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) 		{			total = total + 1;		}		return(total);}function BeMeanForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) {		total = total + data[i];	}	ave = total/parseFloat(entries);	return(ave);}function AddForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) {		total = total + data[i];	}	sum = total;	return(sum);}function countNetworksForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) {		if (data[i] > 1) {			total = total + 1;		}		else {		}	}	return(total);}function CountNetworkBranchesForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) {		if (data[i] > 1) {			total = total + data[i];		}		else {		}	}	return(total);}B.) .IJM code for MitoMAPR-1.0_Batchvar SampleIdARRAY = newArray();var ObjectsARRAY = newArray();var JunctionsArray = newArray();var JunctionsPerNetworkArray = newArray();var NetworksARRAY = newArray();var ObjectLengthARRAY = newArray()var mitoAreaARRAY = newArray();var ObjectAreaArray = newArray();var CoverageArray = newArray();var CellAreaArray = newArray();macro "MitoMAPR Batch" {	dir = getDirectory("Choose a Directory ");	processFiles(dir);    SampleId = SampleIdARRAY;    Objects = ObjectsARRAY;    Networks = NetworksARRAY;    JunctionsPerNetwork = JunctionsPerNetworkArray;    JunctionPoints = JunctionsArray;    ObjectLength = ObjectLengthARRAY;    MitochondrialFootprint = mitoAreaARRAY;    ObjectArea= ObjectAreaArray;    MitoCoverage= CoverageArray;    TotalCellArea = CellAreaArray;	Array.show("Data",	           SampleId,	           Objects,	           Networks,	           JunctionsPerNetwork,	           JunctionPoints,	           ObjectLength,	           MitochondrialFootprint,               ObjectArea,               MitoCoverage,               TotalCellArea);}function processFiles(dir) {  list = getFileList(dir);  for (i=0; i<list.length; i++) {      if (endsWith(list[i], "/"))          processFiles(""+dir+list[i]);      else {         path = dir+list[i];         processFile(path);      }  }}function processFile(path) {    open (path);   run("Enhance Local Contrast (CLAHE)", "blocksize=127 histogram=256 maximum=3 mask=*None*");run("Unsharp Mask...", "radius=2 mask=0.60");run("Median...", "radius=2");	run("Duplicate...", "title=TheOne");	selectWindow("TheOne");		run("Grays");	getDimensions(width, height, channels, slices, frames);	getPixelSize(unit, pixelWidth, pixelHeight);   	selectWindow("TheOne");	run("Duplicate...", "title=Skeletor");	selectWindow("Skeletor");	run("32-bit");	run("Make Binary");	run("8-bit");	getStatistics(area, Mean, min, max);	mitoArea = pow(pixelWidth, 2.0) * parseFloat(width) * parseFloat(height) * (Mean / parseFloat(max)) ;	run("Restore Selection");	getStatistics(area);	TotalCellArea=area;    MitoCoverage = ((mitoArea/TotalCellArea)*100);	run("Skeletonize");	run("Red");	selectWindow("TheOne");	run("Add Image...", "image=Skeletor x=0 y=0 opacity=100 zero");	size = toString(round(0.25*parseFloat(width)*parseFloat(pixelWidth)));	run("Scale Bar...", "width=" + size + " height=4 font=14 color=White background=Black location=[Lower Right] bold overlay"); {				selectWindow("Skeletor");		run("Analyze Skeleton (2D/3D)", "prune=none show display");		close("Tagged skeleton");		close("Skeletor");		close("Skeletor-labeled-skeletons");				selectWindow("Results"); rows = nResults;		ObjectCounts = newArray(rows);		for (i=0; i<rows; i++) {			ObjectCounts[i] = getResult("# Branches", i);		}		JunctionCounts = newArray(rows);		for (i=0; i<rows; i++){			JunctionCounts[i] = getResult("# Junctions", i);		}		selectWindow("Results"); run("Close");		IJ.renameResults("Branch information", "Results");		selectWindow("Results"); rows = nResults;		ObjectLengths = newArray(rows);		for (i=0; i<rows; i++) {			ObjectLengths[i] = getResult("Branch length", i);		}		run("Close");				Objects = (parseFloat(CountForMe(ObjectCounts)))*10;		Networks = (parseFloat(countNetworksForMe(ObjectCounts)))*10;		JunctionPoints = (AddForMe(JunctionCounts))*10;		JunctionsPerNetwork = round(JunctionPoints/Networks);        ObjectArea = mitoArea/Objects;		ObjectLength = BeMeanForMe(ObjectLengths);                SampleIdARRAY = Array.concat(SampleIdARRAY, path);        ObjectsARRAY = Array.concat(ObjectsARRAY, Objects);        NetworksARRAY = Array.concat(NetworksARRAY, Networks);        JunctionsArray = Array.concat(JunctionsArray, JunctionPoints);        ObjectLengthARRAY = Array.concat(ObjectLengthARRAY, ObjectLength);        JunctionsPerNetworkArray = Array.concat(JunctionsPerNetworkArray, JunctionsPerNetwork);         mitoAreaARRAY = Array.concat(mitoAreaARRAY, mitoArea);        ObjectAreaArray = Array.concat(ObjectAreaArray, ObjectArea);        CoverageArray = Array.concat(CoverageArray,  MitoCoverage);        CellAreaArray = Array.concat(CellAreaArray, TotalCellArea);				titles = getList("image.titles");		for (i=0; i<titles.length; i++) {			selectWindow(titles[i]);			close();		}	}	 {		        SampleIdARRAY = Array.concat(SampleIdARRAY, path);        ObjectsARRAY = Array.concat(ObjectsARRAY, "");        NetworksARRAY = Array.concat(NetworksARRAY, "");        JunctionsArray = Array.concat(JunctionsArray, "");        JunctionsPerNetworkArray = Array.concat(JunctionsPerNetworkArray, "");        ObjectLengthARRAY = Array.concat(ObjectLengthARRAY, "");        mitoAreaARRAY = Array.concat(mitoAreaARRAY, "");        ObjectAreaArray = Array.concat(ObjectAreaArray, "");        CoverageArray = Array.concat(CoverageArray, "");        CellAreaArray = Array.concat(CellAreaArray, "");				titles = getList("image.titles");		for (i=0; i<titles.length; i++) {			selectWindow(titles[i]);			close();					}	}}//Do Maths for Mefunction CountForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) 		{			total = total + 1;		}		return(total);}function BeMeanForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) {		total = total + data[i];	}	ave = total/parseFloat(entries);	return(ave);}function AddForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) {		total = total + data[i];	}	sum = total;	return(sum);}function countNetworksForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) {		if (data[i] > 1) {			total = total + 1;		}		else {		}	}	return(total);}function CountNetworkBranchesForMe(data) {	entries = data.length;	total = 0.0;	for (i=0; i<entries; i++) {		if (data[i] > 1) {			total = total + data[i];		}		else {		}	}	return(total);}
C.) .IJM code for CropRdir=getDirectory("Choose a Directory");list = getFileList(dir);for (i=0; i<list.length; i++) {     if (endsWith(list[i], ".tif")){               print(i + ": " + dir+list[i]);             open(dir+list[i]);             imgName=getTitle();         ;         waitForUser ("make a selection");setBackgroundColor(0, 0, 0);run("Clear Outside");run("Crop");saveAs("Tiff",   dir +"Crop" +   imgName);close();                 run("Close All");     }}

How the deposited data were processed for this re-analysis (not part of the article)

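The RNA-Seq experiment of Figure 3 was re-analysed from its deposited tables. RNA came from 12 samples of L4 larvae, each of 1000 worms from an independent egg lay, with 4 samples each of wild type (N2), *raga-1(ok386)* mutants and *raga-1* mutants with the neuronal rescue array. The condition, replicate number and collection day of each sample were taken from the sample labels, and 0 columns of values were left without a sample. Other experiments of the paper, such as lifespan, imaging and Western blots, were not analysed here.

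The authors ran the bcbio-nextgen pipeline, aligned reads to the Ensembl 94 build with STAR for quality checks, estimated transcript abundance with Salmon and collapsed it to genes with tximport. The authors deposited expected counts (estimated counts per gene, without normalization between samples) for 21882 genes, of which 20700 have a count in any sample. The authors also deposited a normalized signal per gene, which is the same counts rounded to whole numbers and divided by 1 DESeq2 size factor per sample. The versions and settings of Salmon and tximport are not stated in the paper's text. Coordinates come from Ensembl release 115 for WBcel235, in which 21714 of the genes were found and 168 were not. The deposited tables give no symbol for 182 genes.

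Expected counts were rounded to whole numbers, since edgeR and DESeq2 model counts. Genes with low counts were removed with edgeR's filterByExpr at its default settings, which left 15728 genes. Libraries were scaled by TMM (factors 0.951 to 1.08), and the common dispersion was 0.0299. All 12 samples were fitted in 1 model with a mean for each group, by edgeR's quasi-likelihood method (glmQLFit and glmQLFTest), with no block in the model. A test for any difference among the 3 groups and 3 pairwise comparisons were made, each with Benjamini-Hochberg adjustment over the 15728 genes and a threshold of 0.01. A gene counted as reversed when mutant against wild type and rescue against mutant each passed this threshold in opposite directions. Genes past the 3-group test were sorted by the order of their group means into the 4 profiles that the paper draws for its clusters. The paper's cluster lists were read from its Supplementary file 2, from which 1737, 1996, 59 and 107 genes could be read for Clusters 1 to 4. The paper's legend gives 2325 genes for Cluster 2, so the list read for it is incomplete.

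Distances between samples were Euclidean on log2 CPM with a prior count of 2. The grouping of samples was tested with an exact one-sided permutation test over the 5775 divisions of 12 samples into 3 groups of 4. Gene families were defined by symbol or by lists of genes, and 15 families were tested in 3 comparisons with limma's camera (two-sided, with the correlation between genes estimated for each family), adjusted over the 45 tests with a threshold of 0.05. The genes named in the text are those that the paper's results and methods name, the 5 largest rises and falls of each pairwise comparison among genes past the threshold whose groups do not overlap, and the 5 genes of each of Clusters 3 and 4 with the smallest adjusted p-value for mutant against wild type. Of the genes that the paper names, 27 were looked up, and 26 of these were tested under the paper's symbol. Among those not looked up were *sur-5* and *rol-6*.

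Total expected counts per sample lie between 14287510 and 35619305, and the floor of 3 counts corresponds to 0.210 CPM in the smallest library, wild type replicate 1. The floor covers counting error only. Of the insulin-like peptide genes that the paper names in Cluster 4, *ins-30* has the lowest expression, at 1.23 ± 0.0699 CPM in wild type, so its values are the least precise.

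The method was tested on simulated data drawn from a negative binomial distribution with each gene's mean and dispersion and the real library sizes, in which 200 genes were changed by a factor of 2. edgeR recovered 69.5% of the 200 genes with 0% false among its calls, and DESeq2 recovered 75.5% with 5.63% false. For the 3-group test these were 70% and 0% with edgeR, and 78% and 11.4% with DESeq2. Between rescue and mutant, where no gene had been changed, edgeR called 0 genes and DESeq2 called 1. For reversed genes edgeR recovered 64.5% and DESeq2 73.5%, both with 0% false. With the insulin-like peptide family doubled, camera called the 2 comparisons that had been changed and 0 others. The simulation gave all groups the same spread, but real wild type samples lay 1.80 times as far apart as those of the other groups. Its changes by a factor of 2 are also larger than the median log2 fold change of 0.51 among genes called for mutant against wild type. It therefore cannot decide between edgeR and DESeq2 for rescue against mutant.

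The alternatives tried were DESeq2 with its own size factors, no filter beyond 1 count, a filter of 10 counts in every sample, library size alone, upper quartile normalization, the replicate number or the collection day as a block, only the 2 compared groups in the fit, each sample left out in turn, a threshold of 0.05, a minimum fold change of 1.5 or 2, other ways to sort genes into profiles, other measures of distance, and camera's preset correlation of 0.01. Their effect is given in the closing section. The Gene Ontology analysis was not repeated, because Gene Ontology annotation was not used here. R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 was used for the tests, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 for tables and plots.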

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

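The tests of wild type replicate 4 were chosen only after its values had been seen. Each tested gene chosen by the rule for naming genes was examined in each group for a sample whose gap to its nearest neighbour divided by the range of the group exceeds the 95% critical value of Dixon's test for 4 samples. This picked out 8 of 159 groups, where chance gives 7.95, with 3 in wild type, 0 in the mutant and 5 in rescue. Over all 15728 tested genes, a far sample was found in 4.18% of genes in wild type, 5.22% in the mutant and 4.96% in rescue, close to the 1 in 20 that chance gives.

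In wild type, *irg-5* was at 8.00 CPM in replicate 4 and between 18.6 and 19.9 CPM in the other replicates (ratio 0.896). *acdh-1* was at 78.5 CPM in replicate 4 and between 12.8 and 19.7 CPM in the others (ratio 0.895). Replicate 4 was the only sample collected on its day. If the day had set it apart for most genes, it would be the far sample for most genes with a far wild type sample. It was so for 11.9% of them. That share cannot decide on an effect of the day limited to a few genes such as *irg-5* and *acdh-1*, so the day stays open for these. Library depth was tested by asking how often the smallest wild type library is the far sample, which gave 52.8% and passes the 50% set for that test. The smallest library is replicate 1, with 14287510 counts, and replicate 4 has 26651942, close to the 26701924 of replicate 3, so that test speaks of another sample. With all libraries thinned to the smallest total, replicate 4 still lay past the critical value, at a ratio of 0.847 for *irg-5* and 0.901 for *acdh-1*, so depth does not account for these values. No biological explanation was tested, since the design gives no condition other than the collection day that sets replicate 4 apart.

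*W08E12.5* was at 2.25 CPM in wild type replicate 1 and at 0 CPM in the other wild type samples (ratio 1). In rescue, *par-4* was at 36.9 CPM in replicate 1 and between 41.0 and 41.6 CPM in the others (ratio 0.874), and *fzo-1* was at 63.3 CPM in replicate 4 and between 64.2 and 64.3 CPM in the others (ratio 0.849). *F49H6.3* was at 0.0790 CPM in rescue replicate 2 and between 0.392 and 0.449 CPM in the others (ratio 0.844). *phat-5* was at 3.11 CPM in rescue replicate 3 and between 1.84 and 2.04 CPM in the others (ratio 0.840), and *K03D3.2* was at 2.12 CPM in rescue replicate 1 and between 1.26 and 1.41 CPM in the others (ratio 0.835). For *par-4*, *fzo-1* and the others of this paragraph no explanation, technical or biological, was tested, since 8 in all is close to the number that chance gives.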

How the results depend on the processing

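The alternatives were set before the data were examined, and none was added afterwards. A count of genes is given here where it moved by more than a factor of 1.5, and the share of genes changed the same way where it left its 95% confidence interval, and the cause was not tested for any of these changes. No count moved so far with no filter beyond 1 count, a filter of 10 counts in every sample, upper quartile normalization or the order of the authors' normalized values. The mean distance between groups exceeded that within groups under each measure of distance and in each fit that left out a sample. The exact permutation test gave p = 0.000173 under each measure, the smallest it can give, so it cannot rank the measures. In the fits that left out a sample its p ran from 0.000173 to 0.000519. Complete linkage on the main distances did not divide the samples by strain.

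With DESeq2, 188 genes were higher and 136 lower in rescue than in the mutant, 62 had the profile of Cluster 3, 14 and 32 were higher and lower in the mutant and reversed, and the share changed the same way was 96.2%. The edgeR calls were nearly all among the DESeq2 calls, with 3283 of 3318 genes for the 3 groups, 2388 of 2418 for mutant against wild type, 3651 of 3721 for rescue against wild type and 60 of 60 for rescue against mutant.

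With library size alone, 1146 genes were lower in rescue than in wild type, 86 higher in rescue than in the mutant, 1126 had the profile of Cluster 2 and 9 that of Cluster 3, 11 were lower in the mutant and reversed, and the share changed the same way was 96.1%. This scaling moved the median log2 fold change of all genes for rescue against wild type from 0.04 to 0.14. The share of called genes that were higher went from 41.4% to 50.1% for mutant against wild type and from 43.1% to 65.1% for rescue against wild type. For rescue against mutant it went from 80% to 91.5%, where DESeq2 gave 58.0%. Reversed in sign with library size alone were *ins-30* in mutant against wild type (0.0151), *fzo-1* and *drp-1* in rescue against wild type (0.0234 and 0.0250) and *drp-1* in rescue against mutant (0.0319).

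The replicate number as a block gave 27 genes higher and 7 lower in rescue than in the mutant, and *daf-28* was not among them (adjusted p = 0.0198). Same-numbered samples had a mean correlation of 0.0346 after the group means were removed, so the numbers carry little pairing. For samples of the same day the mean was -0.000230 over all pairs, with -0.124 for wild type and mutant, 0.125 for wild type and rescue and -0.000956 for mutant and rescue, whose days are the same. The log2 fold change of *daf-28* for rescue against mutant stayed at 1.04 with the day as a block. The collection day as a block gave 1265 genes that differed among the 3 groups, 411 higher and 568 lower in the mutant than in wild type, 768 higher and 1094 lower in rescue than in wild type, and 6 higher and 1 lower in rescue than in the mutant. The 4 profiles then held 489, 731, 10 and 35 genes. No gene was higher in the mutant and reversed (0, with 213 at an unadjusted p under 0.05 in both steps), 1 was lower and reversed, and 0 genes of Cluster 3 (17 unadjusted) and 2 of Cluster 4 differed between mutant and wild type. Reversed in sign for mutant against wild type were *ins-30* (0.00729), *fzo-1* (-0.00149) and *drp-1* (0.000203). With only the 2 compared groups in the fit, 566 genes were higher and 821 lower in the mutant than in wild type, 1026 higher in rescue than in wild type, and 439 higher and 117 lower in rescue than in the mutant.

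At a threshold of 0.05, 5845 genes differed among the 3 groups. Pairwise, 2034 were higher and 2544 lower in the mutant than in wild type, 2873 and 3222 in rescue than in wild type, and 197 and 67 in rescue than in the mutant. The profiles held 2551, 2991, 83 and 220 genes, 12 and 36 genes were reversed, 12 genes of Cluster 3 and 11 of Cluster 4 differed between mutant and wild type, and 94.8% changed the same way.

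With a minimum fold change of 1.5, 1672 genes differed among the 3 groups, 535 were higher and 453 lower in the mutant than in wild type, 942 and 728 in rescue than in wild type, and 7 lower in rescue than in the mutant. Clusters 1 to 3 had 831, 770 and 8 genes of their profile, 1 and 4 genes were reversed, 2 genes of Cluster 3 and 2 of Cluster 4 differed between mutant and wild type, and 95.8% changed the same way. With a minimum of 2 these were 634 genes among the 3 groups, 278 and 128 for mutant against wild type, 444 and 153 for rescue against wild type, 25 and 5 for rescue against mutant, and 415, 182, 2 and 35 for the profiles. There, 0 genes (2 at an unadjusted p under 0.05) were higher in the mutant and reversed, 2 were lower and reversed, 0 genes of Cluster 3 (0 unadjusted) and 2 of Cluster 4 differed, and 94.2% changed the same way. Hierarchical clustering of the group means formed no cluster with the profile of Cluster 3 or of Cluster 4 (0 and 0 genes). With camera's preset correlation of 0.01, 29 family tests passed.

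Across the 12 fits that each left out 1 sample, the 3-group test called 2163 to 3453 genes. From 588 to 1102 genes were higher and 846 to 1499 lower in the mutant than in wild type, 1146 to 1852 and 1539 to 2167 in rescue than in wild type, and 14 to 104 and 5 to 44 in rescue than in the mutant. The profiles of Clusters 1 to 4 held 860 to 1477, 1234 to 1846, 6 to 26 and 49 to 104 genes, and 1 to 4 and 3 to 11 genes were reversed. Of the paper's Cluster 3, 1 to 6 genes differed between mutant and wild type, and of Cluster 4, 3 to 6. The share changed the same way ran from 96.2 to 97.5%, and 0 to 2 family tests passed. For mutant against wild type the log2 fold change ran from -0.12 to 0.12 for *ins-30*, from -0.166 to 0.0239 for *ins-26* and from -0.00579 to 0.0272 for *fzo-1*, and for rescue against mutant from -0.0665 to 0.0120 for *drp-1*.

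Among 66 fold changes of named genes, DESeq2 left 61 on their side of the threshold, with 3 calls lost and 2 gained. The collection day as a block left 35, with 28 calls lost. With the replicate number as a block 58 held and with library size alone 59, and upper quartile normalization left all 66. In the fits that left out a sample, 690 of 792 held, with 90 calls lost and 5 gained. A filter of 10 counts in every sample gave values for 42 of the fold changes, and all 42 held. With no filter beyond 1 count 65 of 66 held, and with only the 2 compared groups in the fit 56 of 64, with 6 calls lost and 2 gained. The depth leaves genes with few counts untested, and of the 107 genes of the paper's Cluster 4, 100 passed the filter.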

Differences from the paper's values

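The paper gives 59 genes for Cluster 3, and 17 genes had this profile here, with edgeR's quasi-likelihood test and a threshold of 0.01. With DESeq2 in place of edgeR, which is the tool that the paper's methods name, 62 genes had the profile, and with a threshold of 0.05 for edgeR 83 genes did. Both lie within a factor of 1.5 of the paper's value. The other alternatives set before the data were examined, which are no filter beyond 1 count, a filter of 10 counts in every sample, library size alone, upper quartile normalization, the replicate number as a block, the collection day as a block, a minimum fold change of 1.5 or of 2, the order of the authors' normalized values and hierarchical clustering, did not come within that factor, nor did any of the 12 fits that each left out a sample.

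The paper describes the genes of Clusters 3 and 4 as raised or lowered in the mutant. Of these genes, 5 of Cluster 3 were higher and 5 of Cluster 4 lower in the mutant than in wild type at an adjusted p-value under 0.01. The 5 of Cluster 4 include *raga-1* itself, the deleted gene. With DESeq2 the counts for Clusters 3 and 4 were 7 and 6, and at a threshold of 0.05 they were 12 and 11. The paper's lists come from a test for any difference among the 3 groups, which 16 and 72 of their genes passed with edgeR and all 59 and 107 passed with DESeq2.

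Among Cluster 4 the paper names *daf-28*, *ins-6*, *ins-26* and *ins-30* as decreased in the mutant. Their log2 fold changes for mutant against wild type were -0.33, -0.24, -0.08 and -0.02 (adjusted p = 0.109, 0.208, 0.656 and 0.948), and no setting that was run brought any of them past 0.01. The paper's own plot of the RNA-Seq values (Figure 3—figure supplement 2) marks this comparison as not significant for *daf-28* and *ins-6*.

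The same figure marks *C28A5.2* as lower in the mutant than in wild type. Its log2 fold change was -0.54 here with an adjusted p-value of 0.0119, over the threshold. It passed 0.01 with DESeq2, with only the 2 compared groups in the fit, and without wild type replicate 1, rescue replicate 1 or rescue replicate 2, and it passes a threshold of 0.05. It did not pass 0.01 in the other settings.

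The paper states that genes of unfolded protein and ER stress pathways are upregulated in the mutant. The 12 core ER unfolded protein response genes listed for the family tests had a median log2 fold change of -0.52 for mutant against wild type (adjusted p = 0.534), with 3 higher in the mutant. With camera's preset correlation of 0.01 the adjusted p was 0.0216, for lower expression in the mutant. None of the 12 genes is in the paper's Cluster 3, which holds 4 abu and pqn genes. The paper's Gene Ontology terms hold other genes than this list.

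The paper states that hierarchical clustering placed samples of a group together. Complete linkage divided into 3 split wild type into replicates 1 and 3 and replicates 2 and 4, and joined the 8 mutant and rescue samples, although the nearest sample to each of the 12 was of its own group.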

Other observations

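The tests of collection dates and of the paper's qPCR values, and the simulation of the order of group means, were chosen only after the results had been seen.

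Other ways to put the samples into groups gave fewer genes in most cases. For the 3-group results, 100 of the 216 divisions that place 1 sample of each replicate number in each group were drawn, the real one included. Only the real division, 1 of 100, gave as many genes that differ among the 3 groups, and the others gave at most 2209. The same held for the profiles of Clusters 1 and 2, with 1 of 100 each. For the profiles of Clusters 3 and 4, 3 of 100 divisions gave as many genes, and other divisions gave up to 465 genes with the profile of Cluster 3, where the real one gave 17, and up to 936 with that of Cluster 4, where the real one gave 83. For genes higher in the mutant and reversed it was 2 of 100, and for genes lower in the mutant and reversed 1 of 100. For each pairwise comparison, 1 of the 8 divisions that part all same-numbered samples, the real one, gave as many genes. The other 7 gave 0 genes, with 109 to 1927 at an unadjusted p under 0.05 for mutant against wild type (6402 in the real one), 81 to 1820 for rescue against wild type (7504) and 111 to 869 for rescue against mutant (2690). With 8 divisions the share cannot fall under 0.05, so chance is not excluded by this share alone. The other 27 of the 35 divisions leave a same-numbered pair together and were not compared.

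Wild type samples lay farther apart than samples of the other groups, with a mean distance 1.80 times that within mutant and rescue. With all libraries thinned to the smallest total, the ratio was 1.67, and without the 82 genes that are among the 50 most counted of any sample it was 1.80. Over the samples of the 3 collection days that all groups share it was 2.02. None of these brought the ratio halfway to 1. The tested cuticle genes (collagens, abu and pqn genes and hedgehog-related genes) had a median ratio of wild type SD to the SD in the other groups of 1.69, at percentile 99.5 of 10000 random lists matched on expression, whose median was 1.44. A candidate explanation is that the wild type samples differed in stage at collection, which the sample labels do not record.

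Few genes of the paper's Clusters 3 and 4 differ between mutant and wild type. To test whether the order of wild type and mutant means reflects spread between replicates, genes were chosen by a contrast that does not use the difference of mutant and wild type. They were sorted in 2 replicates of each group and checked in the other 2, over 216 ways to halve the groups. Genes with the order of Cluster 3 kept the direction from wild type to mutant in 33.8% of cases (mean of 25.4 genes), and those with the order of Cluster 4 in 54.8% (mean of 91.9 genes). The rule first set for the test read a share under 60% as an order set by spread and a share over 75% as a real order, and both values are under 60%. That reading was dropped after the result was seen, because of a simulation added then. Of the genes chosen by the contrast, only 1.81% have the order of Cluster 3 over all replicates and 10.1% that of Cluster 4, so most genes sorted into these orders in 2 replicates do not have them over all 4. In 20 sets of counts simulated from the fitted group means the same measure gave 36.6% and 53.6%. Values like those seen thus arise even where each gene's fitted order is real, and the measure says little about the genes that have the order over all replicates. For those the question stays open.

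The log2 fold changes of mutant and of rescue against wild type share their wild type samples. With separate pairs of wild type samples for the 2 strains, their correlation across genes was 0.531 on average over 6 choices, with a range from 0.0820 to 0.760, and it was 0.793 with shared samples. The shared samples raise the correlation, but the mean stayed above 0.5 times the shared value, so they do not account for it alone. Genes are not independent replicates here.

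*C28A5.2* was at or under 3 counts in every rescue sample. Of 10943 genes with a mean of 100 or more normalized counts in wild type and mutant, 2 were at this floor in every rescue sample, *C28A5.2* and *Y105C5A.13*. In the paper's qPCR of independent samples, the single-copy rescue strain had 0.798 of the wild type level of *C28A5.2* (2 samples), and the array strain is listed at 0 in its 3 samples. Expression of *raga-1* in neurons therefore did not remove the transcript in the single-copy strain, where the paper states a lower level of *raga-1*, and a candidate explanation is a change at this gene in the array strain. *Y105C5A.13* was singled out after its values were seen.

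More genes differed from wild type in rescue than in the mutant, 3721 against 2418. With libraries thinned to the smallest total the ratio of the 2 counts was 1.52, and at full depth it was 1.54, so depth does not account for it. Changes that are larger across many genes were tested by the slope of rescue on mutant log2 fold changes. The slope, taken as the first principal axis, was 1.13 with all samples. Over the fits that left out a sample it ran from 1.04 to 1.28. The test asked for more than 1.1 in every fit, which was not met, but all the slopes are above 1. Larger changes in rescue are therefore not ruled out, and no other explanation was tested. The picking of rescue worms to a fresh plate, which the other groups did not undergo, cannot be separated from strain here.

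Genes near *raga-1* were examined because variants near a deletion can be carried along with it. Within 1 Mb of *raga-1*, 73 of 378 tested genes (19.3%) differed between mutant and wild type, against a median of 15.5% in 50 other windows of 2 Mb, at percentile 98. Linked variants may contribute to the calls near *raga-1*, and the excess is small. The genes that differ between rescue and mutant, *raga-1* left aside, had another such gene within 50 kb in 20.3% of 59 cases, at percentile 99.5 of random sets matched on expression. Those random sets had a median of 6.78%. The 59 genes with the smallest p-values for mutant against wild type had 22.0%, so such nearness was also found in that comparison. Linked variants may contribute there too, so this value cannot exclude them in the rescue strain.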
